# Transcriptomics reveals a cross-modulatory effect between riboflavin and iron and outlines responses to riboflavin biosynthesis and uptake in *Vibrio cholerae*

**DOI:** 10.1038/s41598-018-21302-3

**Published:** 2018-02-16

**Authors:** Ignacio Sepúlveda-Cisternas, Luis Lozano Aguirre, Andrés Fuentes Flores, Ignacio Vásquez Solis de Ovando, Víctor Antonio García-Angulo

## Abstract

*Vibrio cholerae*, a pandemic diarrheagenic bacterium, is able to synthesize the essential vitamin riboflavin through the riboflavin biosynthetic pathway (RBP) and also to internalize it through the RibN importer. In bacteria, the way riboflavin biosynthesis and uptake functions correlate is unclear. To gain insights into the role of the riboflavin provision pathways in the physiology of *V. cholerae*, we analyzed the transcriptomics response to extracellular riboflavin and to deletions of *ribD* (RBP-deficient strain) or *ribN*. Many riboflavin-responsive genes were previously reported to belong to the iron regulon, including various iron uptake genes. Real time PCR analysis confirmed this effect and further documented that reciprocally, iron regulates RBP and *ribN* genes in a riboflavin-dependent way. A subset of genes were responding to both *ribD* and *ribN* deletions. However, in the subset of genes specifically affected in the ∆*ribD* strain, the functional terms *protein folding* and *oxidation reduction process* were enriched, as determined by a Gene Ontology analysis. In the gene subset specifically affected in the ∆*ribN* strain, the *cytochrome complex assembly* functional term was enriched. Results suggest that iron and riboflavin interrelate to regulate its respective provision genes and that both common and specific effects of biosynthesized and internalized riboflavin exist.

## Introduction

Redox reactions, consisting of electron transfers from an oxidizing molecule to a reducing one, lie at the core of many central physiological processes. These include oxidative phosphorylation, cell signaling, photosynthesis, DNA repair, carbohydrates metabolism, oxygen storage, photosensitization and protein folding among many other^1–3^. In order to complete these reactions, enzymes usually require redox cofactor molecules which include nicotinamide-derived molecules, iron-sulfur clusters, thiamin, deazaflavin and transition metals like cooper, manganese, cobalt and zinc^3–8^. However, iron is by far the most widespread metal redox cofactor, while molecules derived from riboflavin (also named vitamin B2), such as flavin mononucletoide (FMN) and flavin adenine dinucleotide (FAD) constitute the main organic electron transfer cofactors, with an importance similar to that of iron^6^. Genes encoding flavoproteins may comprise up to 3.5% of the genome of a species^9^. Flavins are probably the most versatile cofactors, being able to catalize one- and two-electron transfers, which allows their participation in electron bifurcation reactions^10^. These molecules may also catalize non-redox reactions and are increasingly recognized as covalent catalysts, acting in the formation of flavin-substrate adduct intermediates^9,11^.

There is evidence that flavins may act as signaling molecules in bacteria. Riboflavin and its breakage derivative lumichrome are able to mimic N-acyl homoserine lactone for activation of quorum sensing pathways in *Pseudomonas aeruoginosa* and riboflavin is a chemoattractant to *S. oneidensis*^12,13^. Riboflavin may as well be secreted by some bacteria to be used as electron shuttle to reduce Fe^+3^ into its more soluble Fe^+2^ form and to complete the extracellular respiratory chain^14–17^. In addition, this vitamin frequently represents a metabolic currency during bacteria-host or intermicrobial trade interactions^18,19^.

Most bacteria are able to biosynthesize riboflavin through the riboflavin biosynthetic pathway (RBP). This pathway starts with guanosine triphosphate (GTP) and ribulose-5-phosphate to synthesize riboflavin using the RibA (GTP cyclohydrolase II), RibD (pyrimidine deaminase/reductase), RibH (lumazine synthase), RibB (3,4-dihydroxybutanone phosphate synthase) and RibE (riboflavin synthase) enzymes^20,21^. The nomenclature of RBP enzymes varies among bacterial species and *Escherichia coli* names^22^ are thoroughly used here. In bacterial genomes, RBP genes could form an operon or be positioned in different loci. In various species, some RBP genes are duplicated or multiplicated^23^. In some cases, duplicated RBP gene orthologs appear to implement modularity to riboflavin production, where the RBP uses subsets of genes to provide riboflavin for specific purposes, such as secretion or interactions with the host^24,25^. Bacteria may also use importer proteins to internalize riboflavin from the surroundings. Although many bacterial species rely exclusively on riboflavin uptake, many others possess both riboflavin biosynthesis and uptake. It is hypothesized that this overlay allows bacteria to take advantage of changing environments, turning on riboflavin uptake and stopping biosynthesis in nutrient rich niches, while granting autonomy when facing stringent conditions. It is also posible that riboflavin importers procure flavins for specific functions in riboflavin-prototrophic species^23,26–28^.

*Vibrio cholerae* are Gram negative proteobacteria responsible for cholera, a pandemic disease affecting mainly developing countries, characterized by acute, life-threatening diarrhea^29^. Global cholera burden has recently been estimated in around 2.8 million cases with 95,000 deaths per year^30^. Most *V. cholerae* strains are innocuous indigenous members of estuarine and seawater microbiota, with a few strains from serotypes O1 and O139 causing almost all of cholera cases^29–32^. In these bacteria, development of virulence is not only associated with the acquisition of virulence factors but also of specific alleles of virulence adaptive polymorphisms rotating in environmental species, which confer selective advantages like host colonization properties^32^. Importantly, environmental water conditions such as temperature, salinity, pH and sunlight exposure have a major impact in the development of cholera epidemics and thus outbreaks are expected to increase due to global warming^31,33^.

Cholera is mostly a waterborne disease, and after human consumption, *V. cholerae* expresses several virulence factors. Cholera toxin is the main inducer of diarrhea. This toxin translocates into host epitelial cells to promote constitutive activation of the adenylate cyclase, causing an increase in Cl^−^ and water efflux. Initial adhesion to host intestine is promoted by the toxin coregulated pilus. In addition, other *V. cholerae* virulence factors such as the flagellum, the HapA metalloprotease, Zot and RTX toxins and different iron acquisition systems are also expressed in order to favor host colonization^33,34^. In the environment, *Vibrio cholerae* is primarily found associated to abiotic surfaces and to chitin carpaces of acquatic organisms as microcolonies or biofilms, but also as planktonic cells. Biofilm formation is required during the host pathogenic phase and biofilm structures are detected in faeces from infected humans^34^. In addition, these bacteria are able to enter metabolically dormant viable but non culturable and persister states in response to harsh environmental conditions, which may allow bacteria to face physical and nutritional changes in niches or to survive in atypical environments such as fomites^35,36^. Thus, this bacterium has a complex life cycle and likely, both *V. cholerae* riboflavin requirements and availability are highly variable among the different environments and physiological states in which it may be found. Although there is no estimation of the number of flavin-requiring proteins in *V. cholerae*, a structural genomics approach calculated the proportion of genes coding for flavoenzymes in more than 1% in the related species *Vibrio fischeri*^9^. *V. cholerae* encodes a full RBP organized into a large operon and two monocistronic units. Together with genes not directly involved in riboflavin biosynthesis, the RBP operon contains *ribD*, *ribE*, *ribH* and a gene belonging to a family of hybrid *ribBA* genes common in proteobacteria. In addition, RibA and RibB monocystronic homologs are encoded in the genome of *V. cholerae*^37,38^. The *ribB* gene conserves a putative FMN riboswitch, which is a regulatory element forming alternative structures in the 5´ untranslated region of the messenger RNA to control expression depending on FMN binding status. The RBP is dispensable when *V. cholerae* grows in rich medium^39^, as this species also has a RibN riboflavin importer^40^. Unlike some orthologs in other proteobacteria, *ribN* in *V. cholerae* lacks a FMN riboswitch. We recently reported that when growing in the presence of extracellular riboflavin in standard minimal media, the expression of the monocistronic *ribB* gene is diminished while expression of the rest of the RBP genes and of *ribN* is not affected^38^.

In spite of the ubiquitous importance of riboflavin in bacterial physiology, no high throughput approach has been applied to study the response elicited by any bacterial species to this metabolite. Given the complex ecophysiological features of *V. cholerae*, this organism may comprise a suited model to study the way riboflavin biosynthesis and transport interplay to accomplish bacterial riboflavin needs. This study analized the transcriptomics response to extracellular riboflavin and compared the effects of the elimination of endogenous biosynthesis or uptake through the RibN importer. This allowed the identification of a set of genes responding to exogenous riboflavin, as well as to outline specific effects of synthesized or internalized riboflavin.

## Materials and Methods

### Strains and growth conditions

*V. cholerae* N16961 strain and its ∆*ribD* and ∆*ribN* derivatives were grown overnight in LB plates at 37 °C. 5 ml of LB broth were inoculated with a colony of the plate cultures and incubated at 37 °C in an orbital shaker at 150 rpm until they reached an OD_600nm_ of 1.0. Next, cultures were centrifuged and pellet washed twice with T minimal medium^41^ and resuspended in 1 ml of fresh T. 10 ml of plain T medium or T + 2 µM riboflavin were inoculated with 10 µl of the resuspensions and incubated at 37 °C and 180 rpm until an OD_600nm_ of 0.8. 1 ml of each culture was centrifuged and subjected to RNA extraction. When indicated, iron was omitted in T media and 3 ml of cultures at OD_600nm_ = 0.3 were harvested for RNA extraction. This growth protocol was performed three times independently for each condition and was similar for RNA subjected to transcriptomics and Real Time PCR (RT-PCR).

### RNA extractions, retrotranscription, RNAseq and RT-PCR

RNA extraction was performed with the Thermo Scientific Genejet RNA purification kit according to manufacturer’s instructions. RNA extracts were digested with Turbo DNA-free DNAase at 37 °C for 1 hour. For RNAseq, rRNA was removed using the Ribo-Zero removal kit and cDNA libraries were constructed using the TruSeq mRNA stranded kit, according to manufacturer’s instructions. Next, RNA was sequenced using the Illumina HySeq platform to produce 100 bp paired-end reads, with ~40 million reads per sample. Sequencing raw data files, processed sequence data files and metadata information was deposited at the Gene Expression Omnibus database from NCBI (GSE107538). rRNA removal, cDNA libraries generation and RNAseq were performed at Genoma Mayor (Santiago, Chile).

For RT-PCR analysis, the AffinityScript QPCR cDNA Synthesis kit (Agilent Technologies) was used for cDNA synthesis according to manufacturer’s instructions. As a negative control, a reaction with no reverse transcriptase was included for each sample in each run. RT-PCR was performed using the Brilliant II SYBR Green QPCR Master Mix kit in a One-Step Applen Biosystems (Life Technologies) thermocycler. Relative expression in the indicated conditions was determined through the ∆∆Ct method as developed before^42^. The 16 s ribosomal RNA gene was used for normalization. For the assessment of the relative expression by RT-PCR of *ribB*, *ribN*, *ribD* and *gyrB*, the sets of primers used were ribB Fw/ribB Rv, ribN Fw/ribN Rv, ribD Fw/ribD Rv and gyrB Fw/gyrB Rv^38^, respectively. Other RT-PCR primers are as follows: for *tonB1*, tonB1 Fw (5′- GGTGTTTGCCATGCCTGCTGG-3′)/tonB1 Rv (5′-GCGGCTTCACCTTCGGCTTAG-3′); for *sodA*, sodA Fw (5′-GCCAAGCGATATTCATCCAAGG-3′)/sodA Rv (5′-GCTCAGTGGCCTATCTTCATGC-3′).

### RNAseq data analysis

Quality control visualization and analysis (adapter and quality trimming) was performed using FastQC version 0.11.2 (http://www.bioinformatics.bbsrc.ac.uk/projects/fastqc/) and Trim_galore version 0.4.1 (http://www.bioinformatics.babraham.ac.uk/projects/trim_galore/), respectively. Reads were mapped to the genome of *Vibrio cholerae* 01 biovar El Tor str. N16961 (RefSeq, NCBI) using Bowtie2 version 2.1.0^43^. In all of the samples the alignment percentage of reads was above 98%. Differential expression analysis between samples was performed with the Bioconductor package edgeR version 3.18.1^44^ using negative binomial model and exact test based on quantile-adjusted conditional maximum likelihood method (qCML). Genes with a statistically significant change in expression (P < 0.05) were selected for further analysis. Analyses of enrichment of Gene Ontology (GO) terms of biological processes in the indicated subsets of genes were performed on the online platform of the Gene Ontology Consortium (www.geneontology.org), and statistically significant (P < 0.05) functional terms were retrieved.

## Results

### Overview of the experiment

In *V. cholerae*, exogenous riboflavin downregulates the expression of the FMN riboswitch-containing gene *ribB*^38^. In order to identify other genes whose expression is affected in response to riboflavin, we performed RNAseq in *V. cholerae* N16961 cultures growing in T minimal medium with or without riboflavin. 

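The RNAseq data came from 15 cultures of *V. cholerae* N16961 and its ∆*ribD* and ∆*ribN* derivatives, in 5 groups of 3 cultures grown independently. WT and ∆*ribN* were grown in T minimal medium without riboflavin and with 2 µM riboflavin, and ∆*ribD* was grown with 2 µM riboflavin only. The deleted gene *ribD* (VC2271) was counted in every culture. Its expression was 32.7, 48.3 and 49.6 CPM (counts scaled to library size and TMM-normalized) in the 3 ∆*ribD* cultures and between 87.1 and 135 CPM in the 12 others. The locus tag of *ribN* is not given beside its name in the tables, and *ribN* is not analysed here. Cultures were grown at 37 °C and harvested at an optical density of 0.8. After rRNA removal, stranded cDNA libraries were sequenced as 100 bp paired-end reads. The authors trimmed the reads, mapped them with Bowtie2 version 2.1.0 to the RefSeq genome of N16961 and deposited, for each culture, the number of reads counted on each of 3884 genes, without normalization. The paper's text does not name the counting program. The deposited counts summed to between 26091427 and 47470002 per culture. For WT the totals ranged from 26091427 to 33275689 without riboflavin (median 32763499) and from 26929357 to 35837955 with riboflavin (median 31766571). For ∆*ribN* they ranged from 30281801 to 39481799 without riboflavin (median 30305792) and from 29080643 to 34183624 with riboflavin (median 30268474), and for ∆*ribD* from 27662673 to 47470002 (median 37183643). The deposited data write VC_1279 for VC1279, and gene names were taken from Table 1 and Tables S1 to S4. No genome annotation was used here, so gene coordinates are not given.

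Genes with few counts were removed with edgeR's filterByExpr, which left 3850 genes, and the counts were normalized with the TMM method. A quasi-likelihood model was fitted to all 15 cultures, so that the 5 groups shared the estimate of the spread between cultures. Genes were called when the log2 fold change was at least 1 in either direction and the p-value after Benjamini-Hochberg adjustment was under 0.05. Fold changes with riboflavin are given as with over without riboflavin, and those of the mutants as mutant over WT. Expression of single genes is given as TMM-normalized CPM. The standard error of a log2 fold change was derived as its size divided by the square root of the quasi-likelihood F statistic. It is therefore not evidence separate from the p-value. An exact permutation test of 3 cultures against 3 cannot give a two-sided p-value below 0.10. The labels number the cultures of each group from 1 to 3. Deviations from the group means were correlated at 0.27 on average over the 30 pairs of same-numbered cultures of different groups and at -0.14 over the 60 differently numbered pairs. Deviations cancel out within each group, so the second value largely follows from the first and is not separate evidence. Because of the correlation of same-numbered cultures, results with the replicate number as a block are given beside the others. On simulated counts with known changes, the quasi-likelihood test called 86% of the genes changed by a log2 of 2 and 32% of those changed by a log2 of 1. These counts were drawn independently for each gene and culture, without the correlation of same-numbered cultures. With 200 genes changed, the adjusted p-value was also easier to pass than where few genes change. The shares need not hold for the real cultures.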

Also, to start elucidating putative differential roles of the riboflavin provision pathways, we included in this analysis the ∆*ribD* and ∆*ribN* derivative strains. The *V. cholerae* ∆*ribD* is a riboflavin auxotroph unable to grow in T media without riboflavin, while the ∆*ribN* does not has an impairment to grow without riboflavin compared to the WT^45^. A general overview of strains, growth conditions and transcriptomics comparisons is presented in Fig. 1. Four transcriptomics comparisons were performed as follows: WT growing without riboflavin versus WT with riboflavin (Comparison **a** in Fig. 1), WT versus ∆*ribD* both with riboflavin (**b**), WT versus ∆*ribN* both with riboflavin (**c**). The genes showing a difference of at least one fold in expression in any of these comparisons were selected and are shown in Table 1. 

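With the adjusted p-value, 0 genes were called in comparison **a**, 2 in comparison **b** and 1 in comparison **c**, out of 3850 tested. At an unadjusted p-value under 0.05 and the same fold change threshold, the quasi-likelihood test gave 20 genes in **a**, 86 in **b** and 26 in **c**. With the replicate number as a block, 0, 1 and 1 genes were called at the adjusted p-value, where the deviations of same-numbered cultures were correlated at 0.70 on average in **a**, 0.43 in **b** and 0.08 in **c**. The test that the methods name, edgeR's exact test with qCML dispersions on the 6 cultures compared, gave 27, 101 and 59 genes at an unadjusted p-value under 0.05 when each gene had its own dispersion. The counts moved most with a setting chosen after the data had been seen, the exact test with 1 common dispersion for all genes, among genes above 1 CPM in at least 3 cultures and at an unadjusted p-value. It gave 31 genes in **a**, 177 in **b** and 108 in **c**, which were the same genes that Table 1 lists. The methods do not say whether the qCML dispersion was common or genewise, so this setting is also a form of the test they name. The log2 fold changes of the quasi-likelihood fit differed from those of Table 1 by at most 0.004 in **a**, 0.009 in **b** and 0.004 in **c**.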

Additionally, a comparison of ∆*ribN* without riboflavin versus ∆*ribN* with riboflavin (**d**) was performed. 

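In comparison **d**, 0 genes passed the adjusted p-value, and 21 (12 higher and 9 lower with riboflavin) passed the fold change threshold with an unadjusted p-value under 0.05. The smallest adjusted p-value over the 3850 genes was 0.999 by edgeR's quasi-likelihood test, and 0 genes were called with the replicate number as a block. A log2 fold change of at least 1 in size was found for 105 genes. In 4.5% of the genes the 3 cultures with riboflavin lay entirely above or entirely below the 3 without.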

Genes showing more than one fold change in this comparison and also found in any of the three previous comparisons are indicated in Table 1. In all cases, the genes selected presented a statistically significant change in expression (P < 0.05).

**Figure 1:**
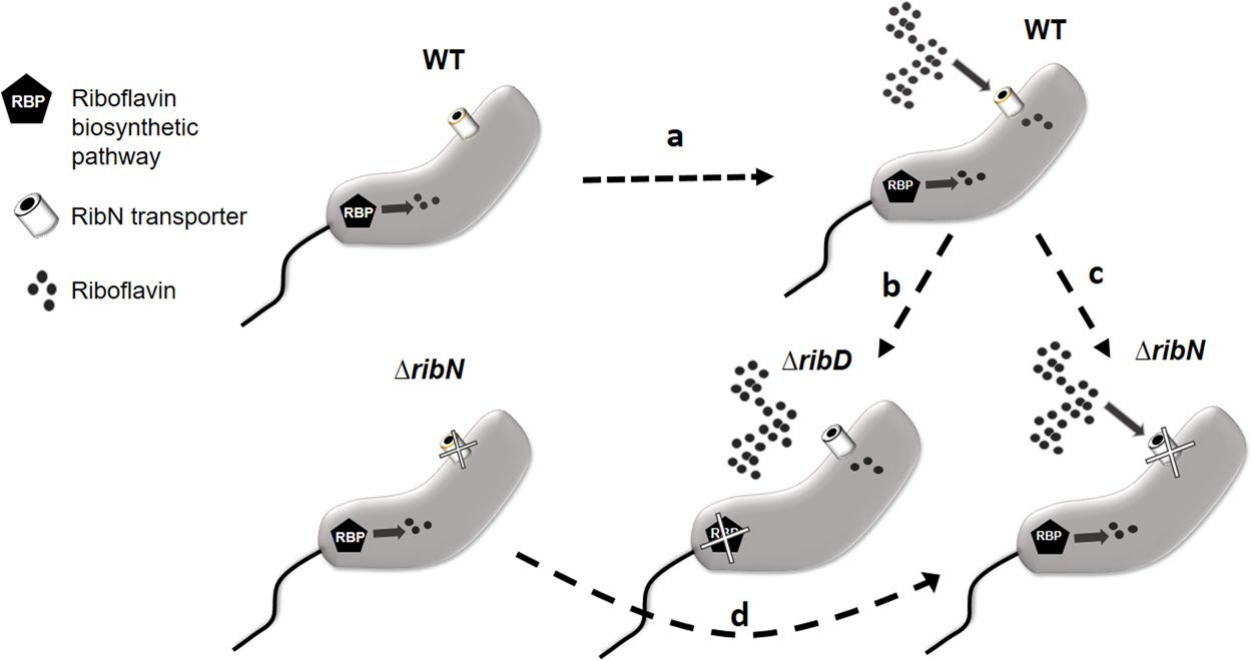
Schematic representation of the *V. cholerae* strains and conditions compared in the transcriptomics analysis. *V. cholerae* WT and its derivative mutant strains were grown in minimal T medium with or without riboflavin as indicated. Four transcriptomics comparisons were performed. In order to identify genes whose expression is regulated by riboflavin, transcriptomes of WT in T versus WT in T plus riboflavin were compared (comparison (**a**)). Comparison of WT versus Δ*ribD* (**b**) allowed to identify genes affected by the lack of riboflavin biosynthesis. Comparison (**c**) identified genes affected by the lack of riboflavin transport through RibN. Finally, comparison of the Δ*ribN* strain with and without riboflavin pinpointed genes affected by riboflavin independently of its uptake through RibN.

**Table 1:** List of genes whose expression is affected in response to exogenous riboflavin or deletions of *ribD* or *ribN*.

Gene ID	Gene Name	Gene Description	Fold Change (Log2)		
			WT → WT RF+	WT RF + → Δ*ribD* RF+	WT RF + → Δ*ribN* RF+
VC0010		amino acid ABC transporter periplasmic amino acid-binding portion		1.809	
VC0018	*ibpA*	16 kDa heat shock protein A		−1.740	
VC0027		threonine dehydratase		−1.226	−1.191
VC0028		dihydroxy-acid dehydratase			−1.087
VC0030	*ilvM*	acetolactate synthase II small subunit		1.116	
VC0053		hypothetical protein		1.074	
VC0089		cytochrome c551 peroxidase		1.076	
VC0102		hypothetical protein			−1.160
VC0138		hypothetical protein		−1.564	
VC0139		DPS family protein		−1.561	−1.012
VC0143		hypothetical protein	−1.028		
VC0162		ketol-acid reductoisomerase		1.881	1.161
VC0199		hemolysin secretion ATP-binding protein%2 C putative	−1.428		
VC0200	*fhuA*	OMT ferrichrome	−2.453◊		
**VC0201**	*fhuC*	IMT ferrichrome	−1.308◊		
VC0202		iron(III) ABC transporter%2 C periplasmic iron-compound-binding protein	−1.349◊		
VC0211	*pyrE*	orotate phosphoribosyltransferase		1.218	
VC0216		methyl-accepting chemotaxis protein		1.316	
VC0301		hypothetical protein		−1.087	−1.191
**VC0364**	*bfd*	bacterioferritin-associated ferredoxin	−1.459◊		
**VC0365**	*bfr*	bacterioferritin	−1.124		
VC0366	*rpsF*	ribosomal protein S6			1.152
VC0367		primosomal replication protein N			1.136
VC0368	*rpsR*	ribosomal protein S18			1.099
VC0382		hypothetical protein			1.060
VC0383		hypothetical protein			1.198
VC0384		sulfite reductase (NADPH) flavoprotein alpha-component		1.208	
VC0420		conserved hypothetical protein		−1.050	
VC0426		hypothetical protein		−1.708	
VC0430		immunogenic protein		1.017	
VC0438		conserved hypothetical protein			−1.114
VC0488		extracellular solute-binding protein putative		1.067	
VC0491		hypothetical protein		1.026	
VC0492		hypothetical protein		1.273	
VC0503		conserved hypothetical protein			−1.667
VC0515		conserved hypothetical protein		1.158	
VC0546		hypothetical protein			−1.215
VC0548	*csrA*	carbon storage regulator		−1.264	−1.109
VC0549		hypothetical protein		1.054	
VC0550		oxaloacetate decarboxylase alpha subunit		1.010	
VC0589		ABC transporter ATP-binding protein		−1.010	
VC0607		pseudogene		1.102	
**VC0608**	*fbpA*	Iron(III) ABC transporter	−1.439◊		
VC0625		hypothetical protein			−1.140
VC0633	*ompU*	outer membrane protein OmpU		1.362	−1.261
VC0651		conserved hypothetical protein			−1.750
VC0652		protease putative			−2.054
VC0654		conserved hypothetical protein			−1.471
VC0655		acetyltransferase putative			−1.182
VC0706		sigma-54 modulation protein putative			−1.297
VC0707		hypothetical protein		−1.043	
VC0708	*bamD*	conserved hypothetical protein		−1.124	
VC0711	*clpB*	clpB protein		−2.092	−1.022
VC0734		malate synthase A		3.115	
VC0735		hypothetical protein		3.069	
VC0736		isocitrate lyase		1.788	
VC0748		aminotransferase NifS class V		−1.034	
VC0749		NifU-related protein		−1.254	
VC0750	*hesB*	hesB family protein		−1.166	
VC0753		ferredoxin		−1.008	−1.100
VC0754		conserved hypothetical protein			−1.079
VC0765		conserved hypothetical protein			−1.475
**VC0771**	*vibB*	vibriobactin-specific isochorismatase	−1.315		
VC0824	*tpx*	tagD protein		1.636	
VC0855	*dnaK*	dnaK protein		−1.560	
VC0856	*dnaJ*	dnaJ protein		−1.504	
VC0863		conserved hypothetical protein		1.115	
VC0878	*rpmE2*	ribosomal protein L31P family			−1.276
VC0879	*rpmJ*	ribosomal protein L36 putative			−1.121
VC0895		hypothetical protein			−1.190
VC0905	*metQ*	D-methionine transport system substrate-binding protein		1.230	
VC1049	*aphB*	transcriptional regulator LysR family			−1.111
VC1075		conserved hypothetical protein			−1.086
VC1077		hypothetical protein			−1.136
VC1091		oligopeptide ABC transporter periplasmic oligopeptide-binding protein		2.133	
VC1114	*bioC*	biotin synthesis protein BioC			−1.556
VC1115	*bioD*	dethiobiotin synthetase			−1.750
VC1117	*htpX*	heat shock protein HtpX		−1.069	
VC1139		phosphoribosyl-AMP cyclohydrolase/phosphoribosyl-ATP pyrophosphohydrolase		1.072	
VC1147		iron-containing alcohol dehydrogenase		1.203	
VC1157		response regulator		1.183	
VC1169	*trpA*	tryptophan synthase alpha subunit		1.028	
VC1175		hypothetical protein			1.153
VC1206	*gntR*	histidine utilization repressor	1.631◊		
VC1217		conserved hypothetical protein		−1.070	
VC1224		hypothetical protein		−1.101	
VC1226		thiopurine methyltransferase			−1.344
VC1227		hypothetical protein			−1.250
VC1235		sodium/dicarboxylate symporter		1.325	
VC1248		methyl-accepting chemotaxis protein			1.355
**VC1264**	*irpA*	fuction unknown, COG3487	−1.406◊		
**VC1266**		hypothetical periplasmic lipoprotein, like to irpA, COG3488	−1.086		
VC1278		transcriptional regulator MarR family		2.100	
VC1279		transporter BCCT family		4.896	
VC1280		hypothetical protein		1.144	
VC1314		transporter putative		1.487	
VC1315		sensor histidine kinase		1.179	
VC1324		hypothetical protein			1.104
VC1343		peptidase M20A family			−1.335
VC1373		DnaK-related protein		−1.039	
VC1386		chaperone		−1.079	
VC1414	*taq*	thermostable carboxypeptidase 1		1.145	
VC1489		hypothetical protein		−1.609	−1.454
VC1510		hypothetical protein		1.168	1.016
VC1511		formate dehydrogenase cytochrome B556 subunit		1.521	1.102
VC1512		formate dehydrogenase iron-sulfur subunit		1.604	1.100
VC1513		pseudogene		2.147	1.251
VC1514		hypothetical protein		2.306	1.395
VC1515		chaperone formate dehydrogenase-specific putative		2.761	1.920
VC1516		iron-sulfur cluster-binding protein		2.750	2.064
VC1517		hypothetical protein		1.484	1.143
VC1518		hypothetical protein		1.735	1.252
VC1523		conserved hypothetical protein		1.852	1.043
VC1524		ABC transporter permease protein		1.617	
**VC1547**	*exbB*	exbB related linked to tonB2	−1.006		
**VC1548**		hypothetical, linked to tonB2	−1.083		
VC1551		glycerol-3-phosphate ABC transporter permease protein		−1.055	
VC1559		hypothetical protein		−1.371	
VC1560		catalase/peroxidase		−1.450	
VC1563		conserved hypothetical protein			1.068
VC1564		hypothetical protein			1.155
VC1565	*tolC*	outer membrane protein TolC putative			1.202
VC1581	*nuoL*	NADH dehydrogenase putative		2.736	
VC1582		conserved hypothetical protein		1.969	
**VC1688**		hypothetical protein	−1.127		
VC1704	*metE*	5-methyltetrahydropteroyltriglutamate–homocysteine methyltransferase		3.435	
VC1719	*torR*	DNA-binding response regulator TorR			−1.718
VC1731		conserved hypothetical protein			−1.084
VC1808		hypothetical protein		1.396	
VC1823	*fruA*	PTS system fructose-specific IIB component		1.385	
VC1865		hypothetical protein			−1.376
VC1871		conserved hypothetical protein			−1.034
VC1949	*pvcA*	pvcA protein		1.021	
VC1950		biotin sulfoxide reductase			−1.785
VC1951	*yecK*	cytochrome c-type protein YecK			−1.854
VC1956	*mltB*	lytic murein transglycosylase putative		−1.242	
VC1957		conserved hypothetical protein		−1.314	
VC1958		hypothetical protein		−1.144	
VC1962		lipoprotein		−1.070	−1.215
VC1971	*menE*	o-succinylbenzoic acid–CoA ligase		1.181	
VC1972	*menA*	o-succinylbenzoate-CoA synthase			−1.587
**VC1973**	*menB*	naphthoate synthase			−2.445
VC1974	*menH*	conserved hypothetical protein			−2.129
VC2001	*yeaD*	conserved hypothetical protein		1.019	
VC2007		transcriptional regulator ROK family		1.118	
VC2013	*ptsG*	PTS system glucose-specific IIBC component		1.038	
VC2036	*asd*	aspartate-semialdehyde dehydrogenase		1.069	
VC2045	*sodA*	superoxide dismutase Fe		−1.249	−1.328
VC2051	*ccmG*	cytochrome c biogenesis protein			−1.131
VC2052	*ccmF*	cytochrome c-type biogenesis protein CcmF			−1.306
VC2053	*ccmE*	cytochrome c-type biogenesis protein CcmE			−1.828
VC2054	*ccmD*	heme exporter protein D			−1.708
VC2055	*ccmC*	heme exporter protein C			−1.490
**VC2076**	*feoC*	putative ferrous iron transport protein C	−1.421◊		
**VC2077**	*feoB*	ferrous iron transport protein B	−1.489◊		
**VC2078**	*feoA*	ferrous iron transport protein A	−1.172		
VC2149		hypothetical protein			−1.007
VC2174	*ushA*	UDP-sugar hydrolase		1.318	
VC2221		hypothetical protein		1.443	
VC2271	*ribD*	riboflavin-specific deaminase		−1.385	
VC2272	*nrdR*	conserved hypothetical protein		1.858	
VC2323		conserved hypothetical protein		−1.227	
VC2352		NupC family protein		1.381	1.164
VC2357		hypothetical protein		1.362	
VC2361	*grcA*	formate acetyl transferase-related protein	1.163◊		1.092
VC2363	*thrB*	homoserine kinase		1.009	
VC2364	*thrA*	aspartokinase I/homoserine dehydrogenase threonine-sensitive		1.391	
VC2367		hypothetical protein		−1.123	
VC2368	*arcA*	aerobic respiration control protein FexA			−1.409
VC2371		conserved hypothetical protein			−1.303
VC2372		hypothetical protein			−1.395
VC2373	*gltD*	glutamate synthase large subunit		1.126	
VC2417	*recJ*	single-stranded-DNA-specific exonuclease RecJ		−1.098	
VC2418	*dsbC*	thiol:disulfide interchange protein DsbC		−1.200	
VC2419	*xerD*	integrase/recombinase XerD		−1.173	
VC2466	*rseA*	sigma-E factor negative regulatory protein RseA		−1.130	
VC2486		hypothetical protein		−1.035	
VC2490	*leuA*	2-isopropylmalate synthase		1.135	
VC2508	*argF*	ornithine carbamoyltransferase		−1.487	
VC2509		hypothetical protein		−1.032	
VC2510	*pyrB1*	aspartate carbamoyltransferase catalytic subunit		1.319	
VC2511	*pyrB2*	aspartate carbamoyltransferase regulatory subunit		1.394	
VC2524	*ksdC*	conserved hypothetical protein		−1.199	
VC2543		hypothetical protein		1.076	
VC2544	*fbp*	fructose-16-bisphosphatase		1.614	
VC2560	*cysN*	sulfate adenylate transferase subunit 2		1.463	
VC2562	*cpdB*	2′3′-cyclic-nucleotide 2′-phosphodiesterase		1.206	
VC2565	*elaA*	elaA protein			−1.108
VC2568	*fklB*	peptidyl-prolyl cis-trans isomerase FKBP-type		1.042	
VC2637		peroxiredoxin family protein/glutaredoxin		−1.378	
VC2644	*argC*	N-acetyl-gamma-glutamyl-phosphate reductase		−1.289	
VC2645	*argE*	acetylornithine deacetylase		−1.080	
VC2656	*frdA*	fumarate reductase flavoprotein subunit		1.103	
VC2657	*frdB*	fumarate reductase iron-sulfur protein		1.360	
VC2658	*frdC*	fumarate reductase 15 kDa hydrophobic protein		1.708	
VC2659	*frdD*	fumarate reductase 13 kDa hydrophobic protein		1.699	
VC2674	*hslU*	protease HslVU ATPase subunit HslU		−1.330	
VC2675	*hslV*	protease HslVU subunit HslV		−1.258	
VC2689	*pfkA*	6-phosphofructokinase isozyme I			−1.076
VC2699	*dcuA*	C4-dicarboxylate transporter anaerobic		1.040	
VC2706		conserved hypothetical protein		1.577	1.529
VC2720	*nfuA*	conserved hypothetical protein		−1.197	−1.084
VC2738	*pckA*	phosphoenolpyruvate carboxykinase		1.086	
VCA0011	*malT*	malT regulatory protein		1.882	
VCA0013	*malP*	maltodextrin phosphorylase		1.713	
VCA0014	*malQ*	4-alpha-glucanotransferase		1.698	
VCA0015		hypothetical protein		1.630	
VCA0016		14-alpha-glucan branching enzyme		1.642	
VCA0025		transporter NadC family		1.244	
VCA0053	*ppnP*	purine nucleoside phosphorylase			1.062
VCA0087		hypothetical protein			−1.004
VCA0139		hypothetical protein	−1.146		−1.236
VCA0180	*pepT*	peptidase T			−1.364
VCA0205		C4-dicarboxylate transporter anaerobic		1.170	1.136
**VCA0216**		hypothetical membrane, linked to VCA0215 and VCA0217	−1.395		
**VCA0231**	*vctR*	linked to vctA, function unknown	−1.327		
VCA0245	*cmtB*	PTS system IIA component		1.105	
VCA0246	*sgaT*	SgaT protein		1.073	
VCA0268		methyl-accepting chemotaxis protein	−1.056		1.152
VCA0269		decarboxylase group II			1.218
VCA0344		hypothetical protein		1.012	
VCA0511	*nrdG*	anaerobic ribonucleoside-triphosphate reductase		1.175	
VCA0516	*ptsIIB*	PTS system fructose-specific IIBC component		2.838	
VCA0517	*fruK*	1-phosphofructokinase		1.948	−1.919
VCA0518	*ptsIIA*	PTS system fructose-specific IIA/FPR component		1.778	−1.113
VCA0523	*cqsA*	aminotransferase class II		2.585	
VCA0540		formate transporter 1 putative		−2.633	−4.612
VCA0550		hypothetical protein		−1.096	
VCA0551		hypothetical protein		−1.394	
VCA0592	*nudG*	MutT/nudix family protein		1.661	
VCA0621		transcriptional regulator SorC family			−1.283
VCA0628		SecA-related protein		1.536	
VCA0665	*dcuC*	C4-dicarboxylate transporter anaerobic			−1.512
VCA0721		hypothetical protein			−1.014
VCA0752	*trx2*	thioredoxin 2		−1.252	
VCA0773		methyl-accepting chemotaxis protein		1.209	
VCA0784		hypothetical protein			−1.566
VCA0819	*groES*	chaperonin 10 Kd subunit		−1.227	
VCA0820	*groEL*	chaperonin 60 Kd subunit		−1.119	
VCA0821		hypothetical protein		−1.116	
VCA0823	*ectC*	ectoine synthase		1.304	
VCA0824	*ectB*	diaminobutyrate–pyruvate aminotransferase		1.820	
VCA0825	*ectA*	L-24-diaminobutyric acid acetyltransferase		1.691	
VCA0867	*ompW*	outer membrane protein OmpW		1.639	
VCA0897	*devB*	devB protein		−1.127	
VCA0898	*gnd*	6-phosphogluconate dehydrogenase decarboxylating		−1.401	−1.262
**VCA0907**	*hutZ*	heme binding		−1.430	−1.047
**VCA0908**	*hutX*	Unknown, linked to hutZ		−1.626	−1.091
**VCA0909**	*hutW*	unknown, linked to hutZ	−3.049◊		
**VCA0910**	*tonB1*	tonB1 protein	−3.208◊		
**VCA0911**	*exbB1*	TonB system transport protein ExbB1	−3.328◊		
**VCA0912**	*exbD1*	TonB system transport protein ExbD1	−2.996◊	2.023	
**VCA0913**	*hutB1*	hemin ABC transporter%2 C periplasmic hemin-binding protein HutB	−2.383◊		
**VCA0914**	*hutB2*	hemin ABC transporter%2 C permease protein%2 C putative	−1.808◊		
VCA0944	*malF*	maltose ABC transporter permease protein		1.853	
VCA0945	*malE*	maltose ABC transporter periplasmic maltose-binding protein		1.986	
VCA0954	*cheV*	chemotaxis protein CheV putative			−1.029
VCA0965		GGDEF family protein		−1.396	
VCA0966		hypothetical protein		−1.335	
VCA0967		hypothetical protein		−1.507	−1.135
VCA0968		hypothetical protein		−1.527	−1.190
VCA0979		methyl-accepting chemotaxis protein			1.006
VCA0981		hypothetical protein			1.008
VCA0985		oxidoreductase/iron-sulfur cluster-binding protein		−1.381	
VCA0988		methyl-accepting chemotaxis protein	−1.119		
VCA1006		organic hydroperoxide resistance protein putative		−1.130	
VCA1007		hypothetical protein		−1.064	
VCA1009		hypothetical protein			−1.260
VCA1010		conserved hypothetical protein			−3.403
VCA1014		hypothetical protein			1.080
VCA1027	*malM*	maltose operon periplasmic protein putative		1.060	
VCA1028	*lamB*	maltoporin		2.485	
VCA1060	*ribB*	34-dihydroxy-2-butanone 4-phosphate synthase	−3.58	1.476	2.938
VCA1063	*speC*	ornithine decarboxylase inducible			1.067
VCA1064		hypothetical protein			1.366
VCA1069		methyl-accepting chemotaxis protein		1.383	
VCA1099		ABC transporter permease protein		1.081	

The genes with at least one fold change in expression and statistical significance (P < 0.05) are shown. Bold gene IDs indicates genes regulated by iron as reported in ref.^46^ RF, riboflavin. ^◊^Genes with expression affected by riboflavin also in the *∆ribN* strain (comparison **d** in Fig. 1).

A total of 277 genes are differentially expressed in response to at least one of the three first conditions compared (Table 1). 

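The 3 genes called in at least 1 of these comparisons at an adjusted p-value under 0.05 were *ribD* (VC2271) and *nrdR* (VC2272) in comparison **b** and VCA1010 in comparison **c**. Expression of *nrdR*, whose locus tag follows that of the deleted *ribD*, was 131 ± 25.7 CPM in ∆*ribD* and 36.1 ± 1.22 CPM in WT with riboflavin (SD, n = 3 each). Its log2 fold change was 1.86 (standard error 0.22, adjusted p = 0.0056 from edgeR's quasi-likelihood test). *ribD* was at 43.6 ± 9.42 CPM in ∆*ribD* and 114 ± 5.92 CPM in WT (SD, n = 3 each), with a log2 fold change of -1.39 (standard error 0.21). Its adjusted p-value was 0.033. VCA1010 was at 2.00 ± 0.76 CPM in ∆*ribN* and 21.2 ± 3.98 CPM in WT (SD, n = 3 each). Its log2 fold change was -3.40 (standard error 0.30, adjusted p = 0.00018). In all 3 genes the cultures of the groups did not overlap (exact permutation p = 0.10, the smallest possible). When each culture was left out in turn, the log2 fold changes stayed between 1.77 and 2.01 for *nrdR*, between -1.49 and -1.22 for *ribD* and between -3.71 and -3.15 for VCA1010. With the replicate number as a block, the adjusted p-values were 0.0073, 0.058 and 0.00036 in the same order. Whether VCA1010 is the deleted *ribN* was not determined, since the tables do not give the locus tag of *ribN*.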

The results of the indicated comparisons is summarized as a Venn diagram in Fig. 2. 

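In the comparison of WT with and without riboflavin, the smallest adjusted p-value over the 3850 genes was 1 by edgeR's quasi-likelihood test, and 39 genes (1.0%) had an unadjusted p-value under 0.05. Of the 31 genes that Table 1 lists for this comparison, 20 passed the unadjusted threshold. Their log2 fold changes ranged from -3.58 to 1.63, with 29 lower and 2 higher with riboflavin. The cultures of the groups did not overlap in 10 of these genes, and 16 changed the same way in all 3 pairs of same-numbered cultures. A log2 fold change of at least 1 in size remained in every fit that left out 1 culture for 9 genes and was lost in at least 1 such fit for 22. The fit without replicate 2 of WT without riboflavin left 12 of the 29 lower genes with a log2 fold change of -1 or below, the fewest of the 6 such fits, and the others left up to 28.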

31 regulated genes were differentially expressed in the WT strain in response to extracellular riboflavin (Table 1). 177 genes were significantly affected by the mutation in *ribD*, of which 34 were also affected in the *ribN* mutant. 

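Of the 177 genes that Table 1 lists for comparison **b**, 110 were higher and 67 lower in ∆*ribD*, with log2 fold changes from -2.63 to 4.90. The quasi-likelihood test called 2 of them at the adjusted p-value and 84 at an unadjusted p-value under 0.05, and the exact test with genewise dispersions included 98. ∆*ribD* and WT cultures did not overlap in 54 of these genes, against 529 (13.7%) of all 3850 genes. In 139 of the genes all 3 same-numbered pairs changed the same way, and with the replicate number as a block 177 kept their sign. Without replicate 3 of ∆*ribD*, 29 of the 110 higher genes kept a log2 fold change of at least 1 and 24 changed sign, and their median went from 1.37 to 0.56. This was the culture whose removal kept the fewest genes, and up to 105 were kept without another. The fit without replicate 3 of ∆*ribD* leaves that of WT without its pair. With both cultures of replicate 3 left out, 39 of these genes kept a log2 fold change of at least 1 and 16 changed sign, with a median of 0.77. Of the 34 genes shared with comparison **c**, 0 were called at the adjusted p-value in **b** and 0 in **c**, while 9 passed the unadjusted threshold in **b** and 6 in **c**.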

A total of 108 genes were affected by the elimination of *ribN* growing in riboflavin, 74 of which were not affected by the *ribD* elimination. 

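In comparison **c**, 35 of the 108 genes that Table 1 lists were higher and 73 lower in ∆*ribN*, with log2 fold changes from -4.61 to 2.94. The quasi-likelihood test called 1 of them at the adjusted p-value and 23 at an unadjusted p-value under 0.05, and the exact test with genewise dispersions included 53. ∆*ribN* and WT cultures did not overlap in 30 of these genes, against 451 (11.7%) of all 3850 genes. Without replicate 3 of WT with riboflavin, the median log2 fold change of the 73 lower genes went from -1.26 to 0.05, 16 of them kept a log2 fold change of -1 or below and 37 changed sign. That is the fewest kept in the 6 fits that each left out 1 culture, and the most was 70. With replicate 3 of both ∆*ribN* and WT left out, 23 kept it, 35 changed sign and the median was -0.10. All 3 same-numbered pairs changed the same way in 48 of the 108 genes, and 100 kept their sign with the replicate number as a block. Of the 73 lower genes, 21 changed the same way in all 3 pairs. With the block 65 of these 73 kept their sign, but 18 kept a log2 fold change of -1 or below.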

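At the adjusted p-value 0 genes were called in all 3 comparisons, and at the unadjusted p-value 0. *ribB* (VCA1060) had a log2 fold change of -3.58 in WT with riboflavin (standard error 0.94, adjusted p = 1 from edgeR's quasi-likelihood test, unadjusted 0.0021). In ∆*ribD* it was 1.47 (standard error 0.87, adjusted p = 0.63, unadjusted 0.11), and in ∆*ribN* 2.94 (standard error 0.91, adjusted p = 0.91, unadjusted 0.0066).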

One gene was affected in the three comparisons, which corresponded to the FMN riboswitch-regulated *ribB* (VCA1060). These data are consistent with the notion that although the functions of riboflavin biosynthesis and transport through RibN overlap, there may also exist specific functions for each riboflavin provision pathway.

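A gene that passes a threshold in 1 mutant and not in the other need not differ between the mutants, so ∆*ribD* and ∆*ribN* with riboflavin were also compared directly. *ribD*, *nrdR* and VCA1010 were called at an adjusted p-value under 0.05, and 55 genes at an unadjusted p-value. The difference in *ribD* follows from its deletion in ∆*ribD*, and VCA1010 may be the deleted *ribN*. A fit with the replicate number as a block called 3 genes. Of the genes of Table S3, 2 were called in this direct comparison at the adjusted p-value and 29 at the unadjusted, and 58 had a log2 difference of at least 1 in size. Of the 74 genes of Table S4, 1 was called at the adjusted p-value and 6 at the unadjusted, and 46 had a log2 difference of at least 1 in size. Across the 3850 genes, the log2 fold changes of ∆*ribD* and ∆*ribN* against WT with riboflavin were correlated (Pearson r = 0.50, Spearman rho = 0.53). This correlation is across genes, which are not independent replicates, and both comparisons share the WT cultures.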

**Figure 2:**
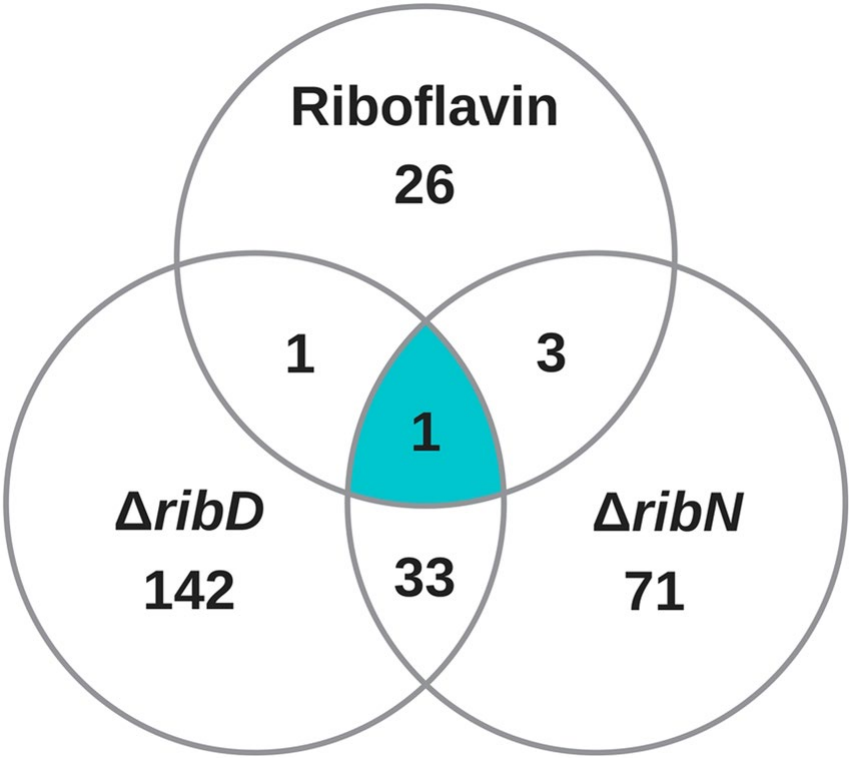
Summary of the results of transcriptomics comparisons. Venn diagram showing the distribution of the genes affected by exogenous riboflavin, the deletion of the riboflavin biosynthetic gene *ribD* and the deletion of the riboflavin transporter gene *ribN*, as determined by transcriptomics.

### The riboflavin regulon of *V. cholerae* includes many iron regulated genes

The first transcriptomic comparison assessed the effect of riboflavin in the WT strain. The gene *ribB* was found at the top of the list of genes regulated by riboflavin, being highly repressed. This pattern is consistent with our previous report, although the degree of repression (roughly 12-fold) was higher than in our earlier determination (2-fold decrease)^38^. 

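*ribB* had the largest log2 fold change in size of all 3850 genes in WT with against without riboflavin, -3.58 (standard error 0.94). Its expression was 139, 263 and 37.4 CPM in replicates 1, 2 and 3 of WT without riboflavin and 21.0, 9.53 and 6.31 CPM with riboflavin. Expression fell in all 3 pairs of same-numbered cultures and the groups did not overlap (exact permutation p = 0.10, the smallest possible). The unadjusted p-value was 0.0021 and the adjusted p-value over all genes 1 (edgeR's quasi-likelihood test). With the replicate number as a block the log2 fold change was -3.68, with an adjusted p-value of 0.51.

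**Figure D1:**
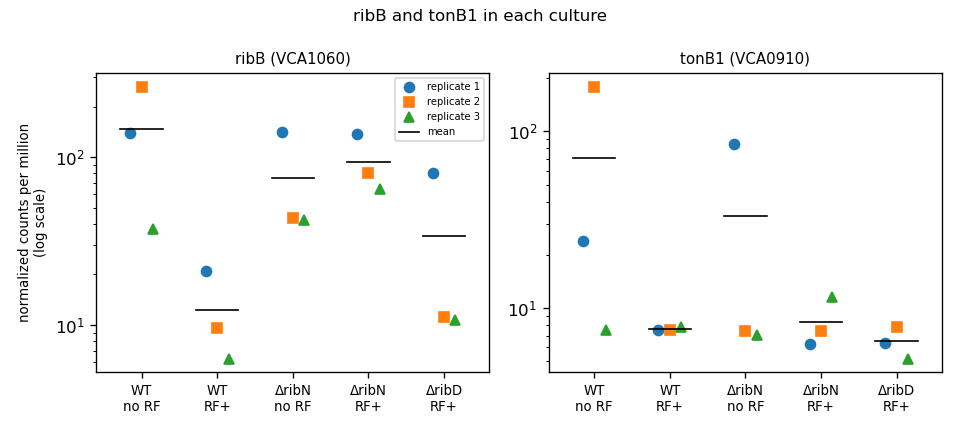
Normalized CPM (log scale) of *ribB* and *tonB1* in each of the 15 cultures, by strain and riboflavin (RF); points are cultures, marked by replicate number, and black lines are group means. For *ribB* all 3 WT cultures with riboflavin lie below all 3 without, and for *tonB1* the high values are 24.1 and 179 CPM in WT and 85.2 CPM in ∆*ribN*, all without riboflavin.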

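The change of *ribB* corresponded to a 11.9-fold decrease, from 147 ± 113 CPM without riboflavin to 12.3 ± 7.70 CPM with riboflavin (SD, n = 3 each). The log2 fold change ranged from -4.22 to -2.85 when each culture was left out in turn.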

A previous RNA microarray study identified 84 genes regulated by iron in *V. cholerae*^46^. Most of the genes identified here as responding to riboflavin, are also members of such iron regulon (21 out of 31). 

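All 21 of these iron-regulated genes were lower in WT with riboflavin, with log2 fold changes from -3.32 to -1.00 and a median of -1.40. At the adjusted p-value 0 were called, and 0 with the replicate block, while 15 had an unadjusted p-value under 0.05 in the quasi-likelihood test. The cultures with and without riboflavin did not overlap in 5 of these genes, and 9 changed the same way in all 3 same-numbered pairs. In 6 genes the log2 fold change stayed at -1 or below in every fit that left out 1 culture. The mean deviation of these genes from their averages over all 15 cultures, on the log2 scale, was 0.92, 2.11 and 0.01 in replicates 1, 2 and 3 of WT without riboflavin and -0.76, -0.55 and -0.05 with riboflavin (exact permutation p = 0.10, the smallest possible). Table 1 lists these genes because they differed between the same cultures, so this test is not independent of their selection.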

*V. cholerae* possesses several transport systems dedicated to the uptake of various iron forms. These include the genes for synthesis and utilization of the vibriobactin siderophore, the ferrous iron transport system FeoABC, the ferric iron acquisition system FbpABC, the Hut heme transport and the VctPDGC system^47–49^. Likely, these systems are differentially required depending on the iron source available on each stage of the *V. cholerae* life cycle^49^. 

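*feoA*, *feoB* and *feoC* (VC2078, VC2077 and VC2076) had log2 fold changes of -1.17, -1.49 and -1.42 in WT with riboflavin (standard errors 0.77, 0.87 and 0.96) and were lower in 2 of the 3 same-numbered pairs. *fbpA* (VC0608) had a log2 fold change of -1.44 (standard error 0.54) and was also lower in 2 of 3 pairs. The vibriobactin gene *vibB* (VC0771) was lower in all 3 pairs, at 7.40 ± 1.35 CPM with and 18.4 ± 10.1 CPM without riboflavin (SD, n = 3 each), a log2 fold change of -1.31 (standard error 0.43). Among the heme transport genes the log2 fold changes were -3.05 for *hutW* (VCA0909, standard error 1.08), -2.38 for *hutB1* (VCA0913, 0.87) and -1.81 for *hutB2* (VCA0914, 0.66). *tonB1* (VCA0910) was at 24.1, 179 and 7.49 CPM in the WT replicates without riboflavin and at 7.54, 7.50 and 7.81 CPM with riboflavin, a log2 fold change of -3.20 (standard error 1.09) that was -1.05 without replicate 2 of WT without riboflavin. The adjusted p-value was 1 for each of these genes in edgeR's quasi-likelihood test, with and without the replicate block.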

Genes related to most of these iron acquisition systems, except for the VctPDGC system, were found to be moderately repressed by riboflavin (Table 1), while all of such systems are known to be repressed by iron^46,48^. Other genes belonging to the iron regulon that were also detected responding to extracellular riboflavin included the bacterioferritin operon *bfd-bfr* and a few proteins with unknown function like the encoded by the VC1264, VC1266 and VC0143 open reading frames (ORFs). In addition, *ybtA*, coding for a member of the AraC family of transcriptional regulators involved in regulation of siderophore production in *Yersinia*^50^, was also repressed by riboflavin. 

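*bfd* (VC0364) was lower with riboflavin in all 3 same-numbered pairs of WT cultures, at 61.9 ± 55.6 CPM with and 169.8 ± 62.5 CPM without riboflavin (SD, n = 3 each), a log2 fold change of -1.46 (standard error 0.96). *bfr* (VC0365) was also lower in all 3 pairs, with a log2 fold change of -1.12 (standard error 0.54). For VC1264, listed as *irpA*, and VC1266 the cultures with and without riboflavin did not overlap, and the log2 fold changes were -1.40 (standard error 0.60) and -1.08 (standard error 0.42). VC0143 was at 6.37 ± 3.70 CPM with and 12.9 ± 5.27 CPM without riboflavin (SD, n = 3 each), with a log2 fold change of -1.03 (standard error 0.93). The adjusted p-value of each gene was 1 in edgeR's quasi-likelihood test, and the unadjusted p-values were 0.15, 0.06, 0.036, 0.024 and 0.29 in the order given.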

Genes identified here which have not previously reported to be regulated by iron include *hutC*, coding for a transcriptional regulator of the histine utilization operon, *glcA*, coding for the autonomous glycyl radical cofactor protein and two methyl-accepting chemotaxis protein genes. 

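VCA0988, 1 of the methyl-accepting chemotaxis protein genes of comparison **a**, fell in all 3 same-numbered pairs, from 21.7 ± 15.6 CPM to 9.99 ± 0.94 CPM (SD, n = 3 each), a log2 fold change of -1.12 (standard error 0.64, adjusted p = 1 from edgeR's quasi-likelihood test). The other, VCA0268, had a log2 fold change of -1.05 (standard error 0.78, adjusted p = 1) and was lower in 2 of 3 pairs. Its log2 fold change ranged from -1.55 to 0.34 when each culture was left out in turn, so that its direction depended on 1 culture.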

While most of the genes identified in this comparison were repressed by riboflavin, *hutC* and *glcA* were activated. 

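*hutC* was matched to VC1206, which Table 1 lists as a histidine utilization repressor, and *glcA* to VC2361, listed as *grcA*. VC1206 was at 123 ± 63.0 CPM with and 39.7 ± 15.5 CPM without riboflavin (SD, n = 3 each), a log2 fold change of 1.63 (standard error 0.50, adjusted p = 1 from edgeR's quasi-likelihood test, unadjusted 0.0063). VC2361 had a log2 fold change of 1.17 (standard error 0.70, adjusted p = 1, unadjusted 0.12). In both genes all 3 cultures with riboflavin lay above all 3 without (exact permutation p = 0.10, the smallest possible).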

In our previous study, contrary to its effect on the WT strain, riboflavin induced the expression of *ribB* in a *∆ribN* strain^45^. This suggested that riboflavin may induce changes in transcription in a manner independent of its internalization through RibN. For this reason, in order to globally identify effects of riboflavin independent of its uptake through RibN, we included a comparison of the transcriptomes in response to riboflavin in the ∆*ribN* strain. This analysis revealed that 16 of the genes affected by riboflavin in the WT are also affected in this strain (indicated by asterisks in Table 1 and full list in Table S1). This suggests that at least for these cases, the regulatory effect of riboflavin is independent of its internalization through RibN. 

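For the 16 genes marked in Table 1, the log2 fold changes with riboflavin in ∆*ribN* ranged from -2.51 to 2.01, with 14 lower and 2 higher. At an adjusted p-value under 0.05, 0 were called in ∆*ribN* and 0 in WT. In ∆*ribN* 7 of them had an unadjusted p-value under 0.05 in the quasi-likelihood test, and in WT 11. The same-numbered pairs of ∆*ribN* cultures all changed the same way in 2 of these genes, and 5 kept a log2 fold change of at least 1 in size in every fit that left out 1 culture. The cultures of ∆*ribN* did not overlap for 1 gene, VC1206, at 121 ± 27.2 CPM with and 35.4 ± 9.86 CPM without riboflavin (SD, n = 3 each), a log2 fold change of 1.78 (standard error 0.50, adjusted p = 1 from edgeR's quasi-likelihood test). *tonB1* was at 85.2, 7.45 and 7.09 CPM in replicates 1, 2 and 3 of ∆*ribN* without riboflavin and at 6.27, 7.41 and 11.5 CPM with riboflavin. Its log2 fold change of -1.98 became 0.21 without replicate 1 of ∆*ribN* without riboflavin.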

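Whether the riboflavin effect differed between the strains was tested with the difference of both log2 fold changes. At the adjusted p-value 0 genes were called, with the replicate number as a block 0, and at an unadjusted p-value under 0.05 4. The 21 iron-regulated genes were all lower with riboflavin in ∆*ribN* too, with log2 fold changes from -2.51 to -0.09 and a median of -1.30. Their mean deviation on the log2 scale was 1.76, 0.29 and -0.25 in replicates 1, 2 and 3 of ∆*ribN* without riboflavin and -1.07, -0.84 and 0.39 with riboflavin (exact permutation p = 0.30, two-sided). Without replicate 1 of ∆*ribN* without riboflavin the median log2 fold change of these genes was -0.46. In the other fits that left out 1 culture it ranged from -1.89 to -0.96.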

In order to identify general functional relationships among the genes responsive to riboflavin, we performed analysis of enrichment of Gene Ontology (GO) terms of biological processes associated to this set. Such analysis seek to identify functional terms, as defined by the PANTHER classification system, overrepresented in a given group of genes^51,52^. Three GO biological processes were found statistically overrepresented (P < 0.05). These corresponded to *iron ion transmembrane transport*, *cellular responses to iron ion* and *iron ion homeostasis*.

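The GO terms were not tested here, because no gene annotation was used. Several genes of comparison **a** lie in the run of locus tags VCA0907 to VCA0914, from *hutZ* to *hutB2*. The 8 genes of this run had log2 fold changes from -3.32 to -0.15 with riboflavin in WT, with a median of -2.69, and in 6 the size was at least 1. The cultures with and without riboflavin lay apart without overlap in 0 of them, and 6 had an unadjusted p-value under 0.05. Genes of such a run are not independent of each other.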

To validate the transcriptomic comparison, we determined the relative expression of *ribB* and *tonB1* in T medium and T plus riboflavin by RT-PCR. The *tonB1* gene encodes a component of one of the two TonB-ExbB-ExbD complexes that harness membrane proton motive force for its heterologous use in various iron transport systems in *V. cholerae*^47^. Thus, it seems to be an adequate gene to monitor the expression of iron acquisition systems. The expression of *ribB* and *tonB1* was reduced 4-fold in response to added riboflavin (Fig. 3a). This is in agreement with the transcriptomics results although a higher effect of riboflavin was detected by RT-PCR. To assess if there may be additional genes known to be regulated by iron that are also regulated by riboflavin but missed in our transcriptomics analysis, we determined the expression of *sodA*. This gene is known to be repressed by iron^46^. Notably, the expression of *sodA* was reduced 4.13-fold by riboflavin. 

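In the RNAseq counts of WT, *sodA* (VC2045) was at 6293 ± 2153 CPM with and 5510.2 ± 2195 CPM without riboflavin (SD, n = 3 each), higher with riboflavin in 3 of 3 same-numbered pairs. The log2 fold change was 0.19 (standard error 0.52, adjusted p = 1 from edgeR's quasi-likelihood test, unadjusted 0.72) and ranged from -0.09 to 0.51 when each culture was left out in turn. The RT-PCR samples are not analysed here.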

As controls, we determined the expression of the riboflavin biosynthetic gene *ribD* and of the *ribN* gene. We have previously demonstrated that the expression of these genes is not affected by riboflavin in standard T media^38^ and their expression did not change in response to riboflavin in our transcriptomics results. Accordingly, the expression of these two genes was not affected by riboflavin as determined by RT-PCR. 

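In these counts *ribD* (VC2271) was at 114 ± 5.92 CPM with and 99.7 ± 8.39 CPM without riboflavin in WT (SD, n = 3 each). The log2 fold change was 0.19 (standard error 0.21, adjusted p = 1 from edgeR's quasi-likelihood test) and stayed between 0.10 and 0.24 when each culture was left out. *ribD* was higher with riboflavin in 3 of 3 same-numbered pairs, and the groups did not overlap (exact permutation p = 0.10, the smallest possible).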

One additional control was used, *gyrB*, which was not affected by the presence of exogenous riboflavin according to transcriptomics. The RNA of this gene was only slighty reduced by riboflavin (0.29-fold) as determined by RT-PCR.

**Figure 3:**
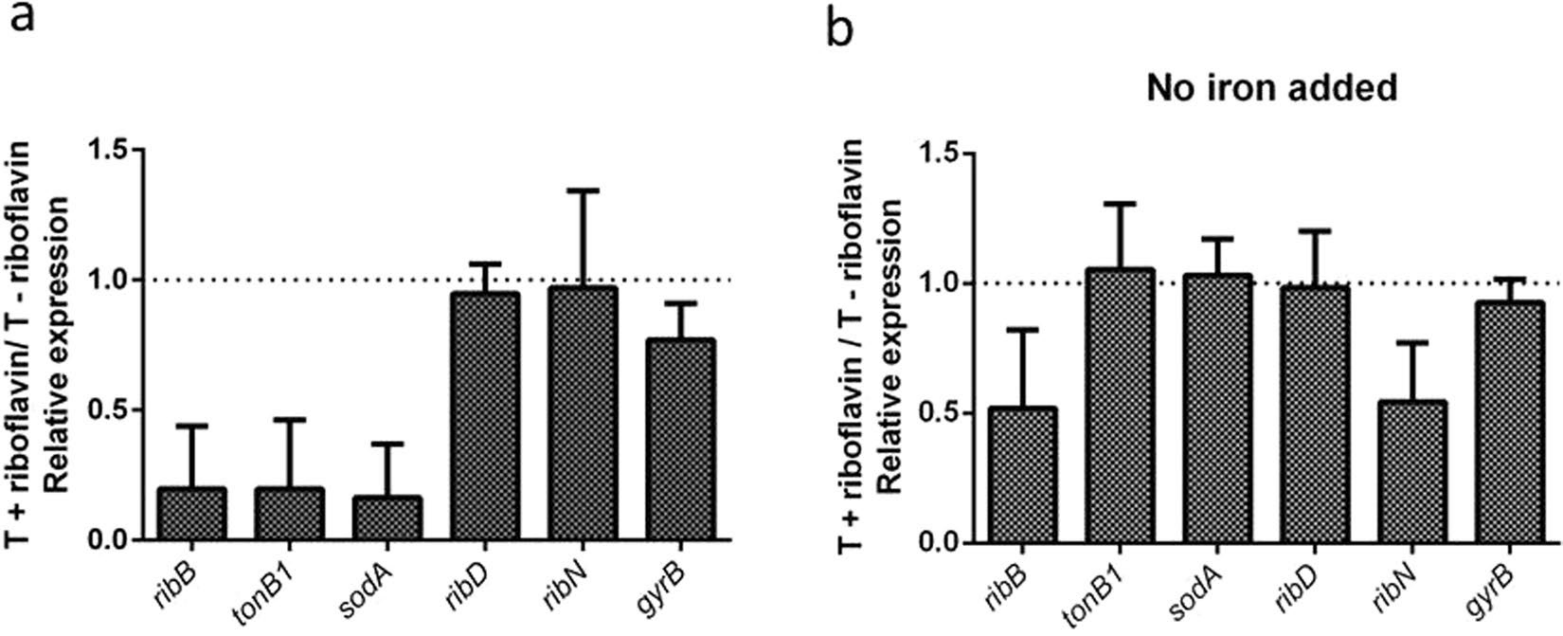
Effect of riboflavin on the expression of genes under different iron conditions. Relative expression of the indicated genes with and without riboflavin in T media (**a**) or T without added iron (**b**), as determined by RT-PCR. WT *V. cholerae* was grown until medium exponential phase at 37 °C, RNA extracted and RT-PCR assayed as described in Materials and Methods. Results shown are the average and standard deviation of three independent experiments.

### Riboflavin and iron reciprocally regulate their provision genes

Thus far, results indicate that riboflavin regulates many genes that are also regulated by iron. The experiments were performed in standard T media. The recipe for this medium includes 20 µM FeCl and may be considered an iron-replete condition when compared to minimal media without added iron^46,53^. It is reported that in such conditions, the iron aquisiton systems of *V. cholerae* are mainly repressed^47^. Thus, in the case of iron uptake genes, riboflavin seems to enhance the repression produced in high iron conditions. Along these lines, we aimed to determine the effect of riboflavin on the expression of iron regulated genes under iron-restrictive conditions. These conditions are known to induce the expression of iron uptake systems. For this, we grew *V. cholerae* in T media without any added iron and determined the effect of riboflavin by RT-PCR. Notably, the expression of *tonB1* and *sodA*, as well as that of the controls *ribD* and *gyrB*, remained around the same with or without riboflavin in such iron-restrictive conditions (Fig. 3b). This may indicate that the negative modulatory effect of riboflavin is surpassed under the highly inducing conditions triggered by iron restriction. Strikingly, the expression of *ribN* was diminished by half by riboflavin in this condition, in contrast with the results obtained in iron repleted media, were riboflavin has no effect. This suggests that riboflavin modulates the expression of *ribN* but only during iron restriction. To corroborate that *tonB1* is being induced in response to iron restriction in our experiments, we compared the expression of this gene when growing without iron versus standard T media. We assessed this in media with and without riboflavin. Irrespective of the presence of riboflavin, the expression of *tonB1* is highly increased (more than 10-fold) in low iron media, although the induction effect was higher without riboflavin (Fig. 4). Remarkably, although iron has no effect in the expression of *ribD* when riboflavin is present, in riboflavin-free media this gene was highly repressed in iron-restrictive conditions. The same occurred for the *ribN* gene. Nonetheless, a different effect applied for the *ribB* gene. In the absence of riboflavin, iron had no effect, while iron restriction increased the expression of this gene 3-fold in the presence of exogenous riboflavin. Collectively, results indicate that riboflavin and iron interplay affects the expression of iron and riboflavin provision genes in a gene-specific manner.

**Figure 4:**
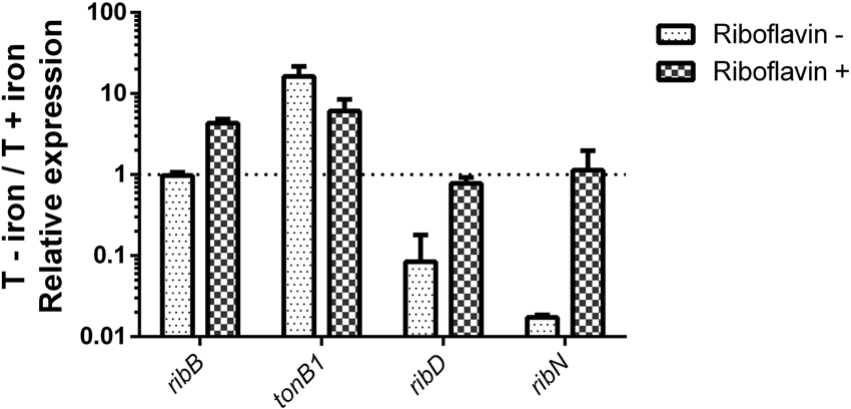
Effect of iron in the expression of genes under different riboflavin conditions. The relative expression of the genes in T without iron versus complete T, with and without riboflavin as indicated. Growth conditions were similar as those described in Fig. 3. Results shown are the average and standard deviation of three independent experiments.

### Genes affected both in the *ribD* and *ribN* mutants

We have recently hypothesized that riboflavin transport, instead of merely replacing for the RBP, may afford riboflavin for specific physiological functions^23^. 

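In the 34 genes of Table S2, the log2 fold changes ranged from -2.63 to 2.76 in ∆*ribD* (18 higher, 16 lower) and from -4.61 to 2.94 in ∆*ribN* (15 higher, 19 lower). The smallest adjusted p-values were 0.633 in ∆*ribD* and 0.908 in ∆*ribN* (edgeR's quasi-likelihood test). The cultures of ∆*ribD* and WT did not overlap in 7 of these genes, and those of ∆*ribN* and WT in 13. In every fit that left out 1 culture, 5 genes kept a log2 fold change of at least 1 in size in ∆*ribD*, and 5 in ∆*ribN*.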

The results of the transcriptomics comparisons performed here show that 34 of the genes whose expression is affected by the elimination of riboflavin biosynthesis are also affected by the elimination of the RibN importer (Table S2). This clearly suggests that functional overlap between riboflavin biosynthesis and internalization occurs. Five of these genes belong to the iron regulon. These are the VC1515, VCA1516, VC1514, VCA0908 and VCA0907 ORFs. VC1514 encodes a protein of unknown function putatively encoded in the same operon as VC1515 and VC1516. The latter genes code for a putative chaperone of a formate dehydrogenase and an iron-sulfur cluster binding protein, respectively. Thus, this system seems to be involved in redox reactions although its exact function is unknown. The transcription of these genes is increased in both *ribD* and *ribN* mutants. 

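Expression of VC1514, VC1515 and VC1516 was higher in both mutants than in WT with riboflavin in all 3 same-numbered pairs. In ∆*ribD* the log2 fold changes were 2.31, 2.76 and 2.75 (standard errors 1.14, 1.14 and 1.20), and in ∆*ribN* 1.40, 1.92 and 2.07 (standard errors 1.11, 1.11 and 1.17). The adjusted p-values were 0.63 in ∆*ribD* and 0.91 in ∆*ribN* for each gene (edgeR's quasi-likelihood test). VC1516 was at 543 ± 650.1 CPM in ∆*ribD* against 80.8 ± 38.8 CPM in WT (SD, n = 3 each). These genes belong to a set of 10 genes of Table S2 between VC1510 and VC1523. The mean deviation of the set on the log2 scale was 2.21 in replicate 3 of ∆*ribD* against -0.16 and -0.42 in replicates 1 and 2, and 1.21 in replicate 2 of ∆*ribN* with riboflavin against -0.08 and -0.17 in replicates 1 and 3. In WT with riboflavin it was -0.70, -1.54 and -0.52, below every mutant culture with riboflavin. WT without riboflavin was at -1.12, -2.08 and 0.93. For VC1515 and VC1516 the cultures of each mutant did not overlap with those of WT with riboflavin. For VC1514 this held in ∆*ribN* but not in ∆*ribD*.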

VCA908 and VCA907 are encoded within a putative operon that codes for proteins involved in heme utilization. These ORFs were found to be downregulated in response to *ribD* and *ribN* eliminations. 

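*hutX* (VCA0908) was at 81.8 ± 80.7 CPM in ∆*ribD*, 119 ± 95.8 CPM in ∆*ribN* and 252 ± 182 CPM in WT with riboflavin (SD, n = 3 each). *hutX* and *hutZ* (VCA0907) were lower in all 3 same-numbered pairs in both mutants. Their log2 fold changes in ∆*ribD* were -1.63 and -1.43 (standard errors 0.89 and 0.78, adjusted p = 0.63 each), and in ∆*ribN* -1.09 and -1.05 (standard errors 0.87 and 0.77, adjusted p = 0.91 each), by edgeR's quasi-likelihood test. The ranges of the groups overlapped in both comparisons.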

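With riboflavin, *ribB* was at 21.0, 9.53 and 6.31 CPM in replicates 1, 2 and 3 of WT, at 80.4, 11.2 and 10.7 CPM in ∆*ribD* and at 137, 80.3 and 64.8 CPM in ∆*ribN*. All 3 cultures of ∆*ribN* lay above all 3 of WT (exact permutation p = 0.10, the smallest possible), while ∆*ribD* and WT overlapped (exact permutation p = 0.50). Expression was higher in 3 of 3 same-numbered pairs in ∆*ribD* and in 3 of 3 in ∆*ribN*, and with the replicate number as a block the log2 fold changes were 1.17 and 3.09. Without replicate 1 of ∆*ribD*, and with replicate 1 of WT kept, the log2 fold change of *ribB* in ∆*ribD* went from 1.47 to -0.17. In ∆*ribN* it stayed between 2.56 and 3.59 when each culture was left out.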

The set of genes regulated in the two conditions also included *ribB*, which was upregulated as a result of both mutations. As this gene conserves an FMN riboswitch that represses expression in response to FMN, its induction probably reflects a reduction in intracellular riboflavin levels produced in both mutants. Genes encoding proteins involved in amino acids metabolism, such as VC0162 coding for a ketol-acid reductoisomerase and VC0027, coding for threonine dehydratase, as well as enzymes involved in redox metabolism such as VC2045, coding for a superoxide dismutase and VC0753, encoding a ferredoxin, were also included in this subgroup. 

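VC0162 had log2 fold changes of 1.88 in ∆*ribD* and 1.16 in ∆*ribN* (standard errors 1.19 and 1.17), and VC0027 of -1.23 and -1.19 (standard errors 0.65 and 0.65). *sodA* (VC2045) was at 6293 ± 2153 CPM in WT, 2646 ± 1926 CPM in ∆*ribD* and 2507 ± 826 CPM in ∆*ribN*, all with riboflavin (SD, n = 3 each). Its log2 fold changes were -1.25 and -1.33 (standard errors 0.53 and 0.53), lower in all 3 same-numbered pairs in both mutants, and the cultures of ∆*ribN* and WT did not overlap. VC0753 had log2 fold changes of -1.01 and -1.10 (standard errors 0.70 and 0.70). Adjusted p-values were between 0.63 and 0.65 in ∆*ribD* and 0.91 in ∆*ribN* for these 4 genes (edgeR's quasi-likelihood test).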

An analysis of enrichment of GO terms of biological processes associated to this set rendered no significant overrepresentation.

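The direction of the log2 fold change was the same in ∆*ribD* and ∆*ribN* for 31 of the 34 genes of Table S2. Both comparisons use the same WT cultures with riboflavin, so an unusual WT culture moves both fold changes together. In ∆*ribN* against WT without riboflavin, which shares no culture with either comparison, 32 of these genes changed in the same direction as in ∆*ribN* with riboflavin, and 17 had a log2 fold change of at least 1 in size. At the adjusted p-value 0 of them were called there, and 3 at an unadjusted p-value under 0.05. Deviations of same-numbered WT cultures with and without riboflavin were correlated at 0.70 on average. A replicate effect in WT can therefore enter both sets of fold changes although no culture is shared.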

Most of the genes within this group followed the same pattern of regulation irrespective of whether the elimination was on *ribD* or *ribN*. However, three genes were differentially affected by the mutations. VCA0517 and VCA0518, encoded in an operon of a phosphotransferase system for fructose transport, were upregulated roughly 3.5 times in the ∆*ribD* strain but downregulated 3.7 and 2.1 times respectively in the ∆*ribN* strain. 

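VCA0517 (*fruK*) was at 11.0, 11.9 and 152 CPM in replicates 1, 2 and 3 of WT with riboflavin, at 10.4, 29.7 and 636 CPM in ∆*ribD* and at 16.8, 13.4 and 16.1 CPM in ∆*ribN*. VCA0518 was at 31.8, 46.1 and 327 CPM in WT, at 23.8, 108 and 1257 CPM in ∆*ribD* and at 56.1, 58.2 and 73.0 CPM in ∆*ribN*. In ∆*ribD* the log2 fold changes were 1.95 and 1.78 (standard errors 1.54 and 1.37, adjusted p = 0.68 each), and in ∆*ribN* -1.92 and -1.11 (standard errors 1.54 and 1.35, adjusted p = 0.91 each), by edgeR's quasi-likelihood test. Fold changes were 3.9 and 3.4 upwards in ∆*ribD* and 3.8 and 2.2 downwards in ∆*ribN*. Leaving out 1 culture moved the log2 fold change of VCA0517 between -1.54 and 4.24 in ∆*ribD* and between -2.40 and 0.43 in ∆*ribN*. With the replicate number as a block, the log2 fold changes in ∆*ribN* were -0.20 for VCA0517 and 0.10 for VCA0518.

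**Figure D2:**
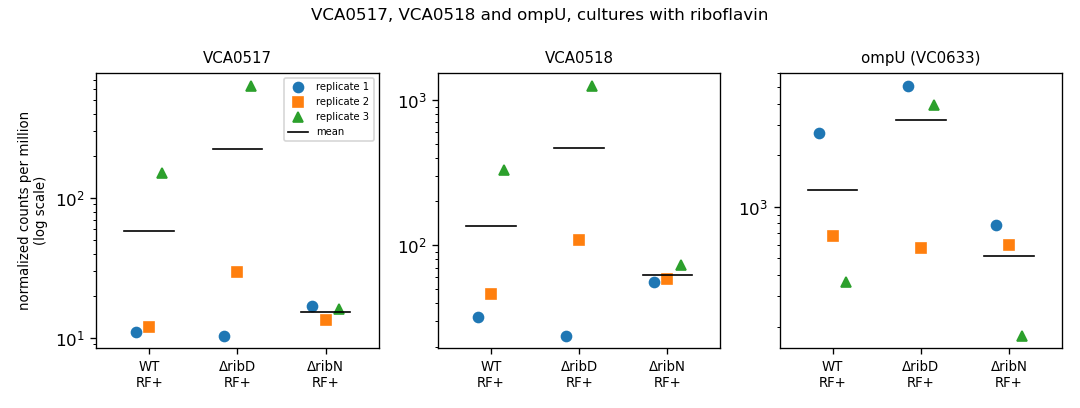
Normalized CPM (log scale) of VCA0517, VCA0518 and *ompU* in the 9 cultures with riboflavin (RF); points are cultures, marked by replicate number, and black lines are group means. Replicate 3 of WT and of ∆*ribD* is the highest culture of its group for VCA0517 (152 and 636 CPM) and VCA0518 (327 and 1257 CPM).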

Likewise, the gene for OmpU, one of the major porins in this species, was upregulated 2.5 times in the ∆*ribD* strain but downregulated 2.3 times in the ∆*ribN* strain. These represent an intriguing group, as the transcription of these genes seems to be reciprocally regulated by riboflavin biosynthesis and riboflavin uptake through RibN.

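*ompU* (VC0633) was at 2699, 673 and 363 CPM in replicates 1, 2 and 3 of WT with riboflavin, at 5104, 576 and 3912 CPM in ∆*ribD* and at 783, 598 and 177 CPM in ∆*ribN*. It was higher in ∆*ribD* in 2 of 3 same-numbered pairs, with a log2 fold change of 1.36 (standard error 0.97, adjusted p = 0.66 from edgeR's quasi-likelihood test) and a 2.6-fold increase. In ∆*ribN* it was lower in all 3 pairs, with a log2 fold change of -1.26 (standard error 0.97, adjusted p = 0.91) and a 2.4-fold decrease. The log2 fold change ranged from 0.85 to 2.62 in ∆*ribD* and from -1.72 to 0.02 in ∆*ribN* when each culture was left out in turn.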

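Between the mutants, ∆*ribD* over ∆*ribN* with riboflavin, the log2 differences were 3.87 for VCA0517 (standard error 1.66, unadjusted p-value 0.037), 2.89 for VCA0518 (standard error 1.43, 0.065) and 2.62 for *ompU* (standard error 1.01, 0.022). The adjusted p-value was 0.88 for each in edgeR's quasi-likelihood test. The exact permutation p-values were 0.40, 0.70 and 0.30 (two-sided, where 0.10 is the smallest possible).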

### Genes specifically affected in response to *ribD* elimination

The transcription of 139 genes was significantly affected by the elimination of *ribD* but not by the elimination of *ribN*. This comprised the largest set of genes defined by any of our comparisons (Table S3). 

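Table S3 lists 143 genes, of which 92 were higher and 51 lower in ∆*ribD*. Their log2 fold changes ranged from -1.74 to 4.90 in ∆*ribD* and from -0.99 to 0.98 in ∆*ribN*. In ∆*ribD* 2 were called at the adjusted p-value, *ribD* and *nrdR*, and 75 passed an unadjusted p-value under 0.05. When each culture was left out in turn, 15 genes kept a log2 fold change of at least 1 in size in ∆*ribD* in every fit.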

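VC1279 had the largest log2 fold change in size of all 3850 genes in ∆*ribD*, 4.90 (standard error 1.36, adjusted p = 0.63 from edgeR's quasi-likelihood test, unadjusted 0.0033), which is a 29.8-fold increase. It was at 30.4, 26.9 and 2433 CPM in replicates 1, 2 and 3 of ∆*ribD*, and at 26.1, 34.1 and 23.5 CPM in WT with riboflavin. The log2 fold change without replicate 3 of ∆*ribD* was 0.04. The exact permutation p-value was 0.40 (two-sided), and the other ∆*ribD* cultures lay within the range of WT. DESeq2 called the gene at an adjusted p-value under 0.05, but it was run with its screen for outlying counts (Cook's distance) switched off. That call is therefore no evidence against dependence on 1 culture.

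**Figure D3:**
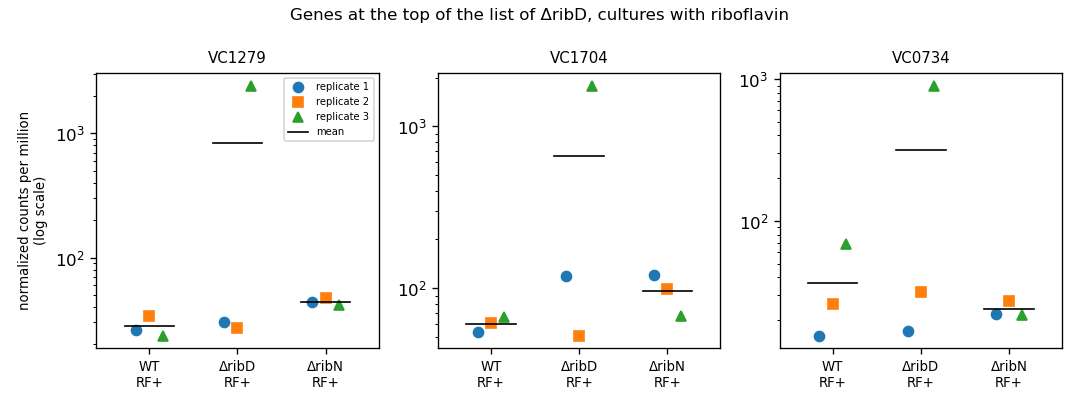
Normalized CPM (log scale) of VC1279, VC1704 and VC0734 in the 9 cultures with riboflavin (RF); points are cultures, marked by replicate number, and black lines are group means. Replicate 3 of ∆*ribD* is the highest culture for each gene, at 2433, 1788 and 900.1 CPM.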

The VC1279 ORF, encoding a putative member of the Betaine/Carnitine/Choline Transporters (BCCT) family, was the highest regulated gene, being induced 29.6 times in response to *ribD* elimination. Also atop of the list were the genes VC1704, encoding a 5-methyltetrahydropteroyltriglutamate-homocysteine methyltransferase required for cystein and methionin biosynthesis and VC0734, coding for a malate synthase. 

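VC1704 and VC0734 had the next largest log2 fold changes in size in ∆*ribD* after VC1279. VC1704 was at 119.6, 50.9 and 1788 CPM in the 3 ∆*ribD* cultures and 60.4 ± 6.22 CPM in WT (SD, n = 3), a log2 fold change of 3.43 (standard error 1.02, adjusted p = 0.63 from edgeR's quasi-likelihood test). VC0734 was at 16.7, 31.3 and 900.1 CPM in ∆*ribD* and 36.5 ± 27.9 CPM in WT (SD, n = 3), a log2 fold change of 3.12 (standard error 1.27, adjusted p = 0.63). Without replicate 3 of ∆*ribD*, and with replicate 3 of WT kept, the log2 fold changes were 0.50 and -0.60. VC1704 was higher in 2 of 3 same-numbered pairs and VC0734 in 3 of 3. With the replicate number as a block the log2 fold changes were 2.76 and 2.10.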

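*exbD1* (VCA0912) was at 1.92, 3.31 and 41.6 CPM in the ∆*ribD* cultures and 3.85 ± 1.64 CPM in WT with riboflavin (SD, n = 3), a log2 fold change of 2.03 (standard error 1.26, adjusted p = 0.63 from edgeR's quasi-likelihood test) that became -0.56 without replicate 3 of ∆*ribD*. *fruK* and the genes that Table 1 describes with the PTS system, 6 in all, were higher in ∆*ribD*, with log2 fold changes from 1.04 to 2.84. Of these, 2 passed an unadjusted p-value under 0.05, 0 an adjusted one, and 0 kept a log2 fold change of at least 1 in every fit that left out 1 culture.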

The list included some iron regulated genes, such as *exbD1*, related to the TonB1 system and many genes related to the PTS system for fructose and glucose uptake. In the GO terms enrichment analysis for this subset two terms were overrepresented: *protein folding* and *oxidation-reductions process*.

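The GO terms were not tested here. Of the 11 genes of comparison **b** whose description in Table 1 holds heat shock, chaperone, chaperonin, DnaK, dnaJ, clpB or peptidyl-prolyl isomerase, 9 were lower and 2 were higher in ∆*ribD*, the largest increase being that of VC1515. VC1515 and *clpB* (VC0711) are in Table S2 and the others in Table S3. The genes had changes on the log2 scale from -2.09 to 2.76, with a median of -1.12. In 11 genes all 3 same-numbered pairs changed the same way, and in 6 the cultures of ∆*ribD* and WT did not overlap. The quasi-likelihood test called 0 at the adjusted p-value and 7 at an unadjusted p-value under 0.05, and 2 kept a log2 fold change of at least 1 in size in every fit that left out 1 culture.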

### Genes specifically affected in response to *ribN* mutation

We identified genes whose expression changed in the *ribN* mutant but not in the *ribD* mutant. 73 genes corresponded to this pattern of regulation (Table S4). 

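Table S4 lists 74 genes, 20 higher and 54 lower in ∆*ribN* with riboflavin, with log2 fold changes from -3.40 to 1.36 in ∆*ribN* and from -0.97 to 0.97 in ∆*ribD*. VCA1010 was called at the adjusted p-value and 17 genes passed an unadjusted p-value under 0.05. In ∆*ribN* against WT without riboflavin, 7 of these genes had a log2 fold change of at least 1 in size, and the median was 0.11 against -1.15 with riboflavin.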

In this list two genes involved in heme export, VC2054 and VC2055 were downregulated, which could also be related to the riboflavin-iron metabolic interplay highlighted across the transcriptomics results. 

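VC2054 (*ccmD*) was at 24.1 ± 3.27 CPM in ∆*ribN* and 78.8 ± 97.3 CPM in WT with riboflavin (SD, n = 3 each), a log2 fold change of -1.71 (standard error 1.05, adjusted p = 0.91 from edgeR's quasi-likelihood test). VC2055 (*ccmC*) was at 68.6 ± 5.34 CPM and 193 ± 223 CPM (SD, n = 3 each), a log2 fold change of -1.49 (standard error 1.01, adjusted p = 0.91). Both were lower in 2 of 3 same-numbered pairs. Leaving out replicate 3 of WT with riboflavin gave log2 fold changes of 0.09 and 0.10.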

Notably, many ribosome assembly genes also appeared in this set of genes. 

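In Table 1, 4 genes described as ribosomal have a value in comparison **c**. *rpsF* (VC0366) and *rpsR* (VC0368) were higher in ∆*ribN* in all 3 same-numbered pairs, with log2 fold changes of 1.15 (standard error 0.39) and 1.10 (standard error 0.38), and their cultures did not overlap with those of WT. They lie within the stretch of locus tags VC0315 to VC0387, where 67 of 73 genes were higher in ∆*ribN* with riboflavin (median log2 fold change 0.54). *rpmE2* (VC0878) and *rpmJ* (VC0879) were lower in 2 of 3 pairs, with log2 fold changes of -1.27 and -1.12 (standard errors 1.54 and 1.49). The adjusted p-value was 0.91 for each of the 4 genes in edgeR's quasi-likelihood test.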

Among the most regulated genes are *menB* and *menH*, both involved in menaquinone (vitamin K) biosynthesis, *bioD*, required for biotin biosynthesis, VC1950, which encodes a biotin sulfoxide reductase that allows biotin salvatage and *yecK* and *ccmE*, two genes involved in cytochrome c-type biogenesis. 

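*menB* (VC1973) was at 97.1, 147 and 2666 CPM in replicates 1, 2 and 3 of WT with riboflavin and at 148, 206 and 181 CPM in ∆*ribN* with riboflavin, a log2 fold change of -2.44 (standard error 1.64). *menH* (VC1974) had a log2 fold change of -2.13 (standard error 1.41). *bioD* (VC1115) was at 93.4, 109 and 1503 CPM in WT and 152, 201 and 155 CPM in ∆*ribN*, a log2 fold change of -1.75 (standard error 1.47). VC1950 and *yecK* (VC1951) had log2 fold changes of -1.78 (standard error 1.69) and -1.85 (standard error 1.53), and *ccmE* (VC2053) of -1.83 (standard error 1.11). Each of these genes had an adjusted p-value of 0.91 in edgeR's quasi-likelihood test. Without replicate 3 of WT with riboflavin the log2 fold changes were 0.54 for *menB*, 0.37 for *menH*, 0.74 for *bioD*, 1.12 for VC1950, 0.25 for *yecK* and 0.15 for *ccmE*. In WT without riboflavin, *menB* was at 54.8, 59.8 and 2655 CPM in replicates 1, 2 and 3.

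**Figure D4:**
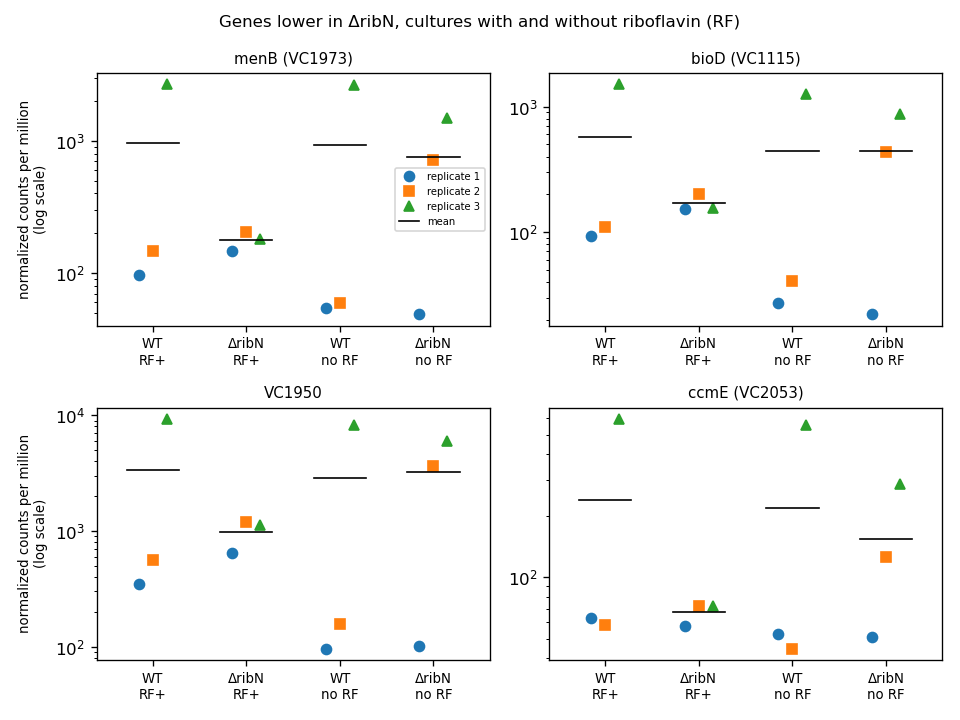
Normalized CPM (log scale) of *menB*, *bioD*, VC1950 and *ccmE* in the 12 cultures of WT and ∆*ribN* with and without riboflavin (RF); points are cultures, marked by replicate number, and black lines are group means. Replicate 3 of WT is above replicates 1 and 2 with and without riboflavin, as for *menB* at 2666 and 2655 CPM.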

The list included other genes also involved in biotin biosynthesis and cytochrome c-type biogenesis such as *bioC* and *ccmF*, respectively. 

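*bioC* (VC1114) was at 36.4 ± 6.36 CPM in ∆*ribN* and 107 ± 133 CPM in WT with riboflavin (SD, n = 3 each), a log2 fold change of -1.55 (standard error 1.12, adjusted p = 0.91 from edgeR's quasi-likelihood test). *ccmF* (VC2052) had a log2 fold change of -1.30 (standard error 0.94, adjusted p = 0.91). When replicate 3 of WT with riboflavin was left out, the log2 fold changes were 0.25 and 0.17.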

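The same-numbered pairs of ∆*ribN* and WT cultures with riboflavin did not all change in the direction of the means. *menB*, *menH*, *bioD*, *bioC*, VC1950 and *ccmF* were lower in 1 of 3 pairs, and *yecK* and *ccmE* in 2 of 3. In a fit with the replicate number as a block, the log2 fold changes of these genes ranged from -0.75 for *ccmE* to 0.13 for VC1950, and the smallest adjusted p-value among them was 0.77. Exact permutation p-values were between 0.70 and 1.00 (two-sided).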

All of these proteins were downregulated in the *∆ribN* strain. Thus it seems that the lack of transport of riboflavin through RibN downregulates menaquinone, biotin and cytochrome c biosynthesis. Accordingly, the GO term *cytochrome complex assembly* was significantly enriched in this subset of genes. 

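The enrichment of GO terms was not tested here. Of the cytochrome c maturation genes, 5 in the run VC2051 to VC2055 are in Table 1. Their log2 fold changes ranged from -1.83 to -1.13 in ∆*ribN* with riboflavin and from -0.49 to 0.44 in ∆*ribN* without riboflavin, each against WT in the same medium. With riboflavin, 0 were called at the adjusted p-value, 0 at an unadjusted p-value under 0.05 in the quasi-likelihood test, and 0 kept a log2 fold change of at least 1 in size in every fit that left out 1 culture. Genes of such a run are not independent of each other.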

Menaquinone and cytochromes participate in electron transfer chains. Notably, the ArcA response regulator that control aerobic respiration was also downregulated. Thus, these results suggest that internalized riboflavin may be involved in respiratory chain processes in *V. cholerae*.

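*arcA* (VC2368) was at 560.5, 637 and 2844 CPM in replicates 1, 2 and 3 of WT with riboflavin and at 575, 479 and 470.0 CPM in ∆*ribN* with riboflavin. The log2 fold change was -1.41 (standard error 0.80, adjusted p = 0.91 from edgeR's quasi-likelihood test), lower in 2 of 3 same-numbered pairs, and ranged from -1.74 to -0.24 when each culture was left out in turn.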

## Discussion

This study assessed the effect of riboflavin on gene expression in *V. cholerae*. Many of the genes affected by riboflavin are known to be regulated by the iron levels in the media. The determination of the expression of genes by RT-PCR added *sodA* to the list of genes downregulated by riboflavin. Thus, our transcriptomics analysis may be underestimating the number of genes regulated by riboflavin and the overlapping of iron and riboflavin regulons could be more extensive. Genes belonging to five out of six iron acquisition systems present in this species were negatively modulated by the presence of riboflavin in T media. These systems are known to be repressed in iron-rich environments and induced under iron deprivement. When assessed its effect in low iron, riboflavin no longer repressed iron regulated genes. Thus, riboflavin seems to accent a high iron condition in the expression of iron uptake systems and possibly other iron regulated genes, while having no repressive effect during iron starvation. Contrarywise, the riboflavin transport gene *ribN*, which is expressed independently of riboflavin in T media with iron, was negatively modulated by exogenous riboflavin during iron starvation. Reciprocally, iron repressed the expression of *ribD* and *ribN* but only in the absence of exogenous riboflavin, while inducing the expression of *ribB* in the presence of riboflavin. These three genes are encoded in separated transcriptional elements. Noteworthy, *ribB* is the only one conserving a FMN riboswitch^38^, likely rendering the expression of this gene coupled to the levels of intracellular riboflavin. This may be responsible for its differential regulation. The increase in expression of *ribB* in low iron may reflex a decrease in intracellular riboflavin levels. This may seem paradoxical given that this effect only occurs in the presence of extracellular riboflavin. However, we have previously observed an increase in *ribB* transcription in the presence of riboflavin in a *ribN* mutant^38^, and such result replicated in this transcriptomics analysis. This suggested that the presence of extracellular riboflavin increases intracellular riboflavin requirements. Thus, this increase may be exacerbated in low iron conditions, which may explain this result. 

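*ribB* was at 141, 43.4 and 42.0 CPM in replicates 1, 2 and 3 of ∆*ribN* without riboflavin and at 137, 80.3 and 64.8 CPM with riboflavin. Its log2 fold change with riboflavin was 0.32 (standard error 0.84, adjusted p = 1 from edgeR's quasi-likelihood test, unadjusted 0.71), higher in 2 of 3 same-numbered pairs, and ranged from -0.06 to 1.14 when each culture was left out. The exact permutation p-value was 0.60 (two-sided). The riboflavin effect on *ribB* differed between ∆*ribN* and WT by a log2 of 3.90 (standard error 1.24, adjusted p = 1 from the same test, unadjusted 0.0077). The differences within same-numbered pairs were -0.04, 0.89 and 0.63 in ∆*ribN* and -2.73, -4.78 and -2.56 in WT, without overlap (exact permutation p = 0.10, the smallest possible).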

In general, the expression of iron and riboflavin provision genes was found to be modulated by the presence of both iron and riboflavin in the media in a coordinated fashion. At least in the case of riboflavin provision genes, this regulation is gene-specific. Altogether, this may reflex a paramount regulatory crosstalk between the two most important redox cofactors in nature. The iron-riboflavin interregulatory effect may be common also in other bacteria. RBP genes have been found upregulated under iron-deficiency conditions by high throughput approaches in different bacteria such as *Caulobacter crescentus*^54^, *Methylocystis*^55^ and *Clostridium acetobutylicum*^56^. The physiological relevance of this is unknown. One probable explanation is that in these species the lack of iron could be compensated by enhancing the biosynthesis of riboflavin, another important redox cofactor. Indeed, flavodoxins seem to substitute for ferredoxins in electron transfer reactions under iron starving conditions in different organisms across kingdoms^57–60^. Nonetheless in *V. vulnificus*, a bacterial species philogenetically related to *V. cholerae*, the RBP genes are downregulated under iron restriction^61^, which is a similar effect to what we observed in this study for *ribD* and *ribN*. Our work provided evidence of the reciprocal phenomenon for the first time, in which the availability of riboflavin alters iron metabolism in bacteria. Altogether, the overlay between riboflavin and iron regulons suggests the existence of a network interconnecting riboflavin and iron homeostasis and probably a common regulatory mechanism. This seems an important feature that grants further study.

The way riboflavin biosynthesis and uptake correlate to fulfill the flavin needs in riboflavin opportunistic species is still unclear. Nonetheless, some studies shed light into the role of riboflavin transporters in bacterial physiology. The RibM riboflavin importer is able to provide flavins to a RBP-deficient mutant of *Corynebacterium glutamicum* when growing with extracellular riboflavin, albeit the levels of the intracellular riboflavin pools are lower than those in the WT strain^62^. In *Staphylococcus aureus*, the Energy coupling factor (ECF)-RibU riboflavin uptake system is able to fully substitute for the RBP during *in vitro* growth with riboflavin traces and also during mouse infection^63^. Overexpression of RibU, the substrate-binding component of this system, helps overcome heat stress in *Lactococcus lactis*^64,65^. The RfuABCD riboflavin uptake system in *Borrelia burgdorferi* is required to set an efficient oxidative stress response and for colonization in the murine model^66^. In the case of RibN, it is required for full colonization of pea plant roots at early stages by the riboflavin prototroph *Rhizobium leguminosarum*^40^. In *V. cholerae*, riboflavin biosynthesis is sufficient to grow in river water but RibN provides a competitive advantage^45^. Here, transcriptome comparisons suggest that riboflavin biosynthesis and uptake have common and specific effects in gene transcription, which may be related to functions performed by these two riboflavin provision pathways. Remarkably, GO functional terms were distinctively defined in the subsets affected by each deletion. While *protein folding* and *oxidation-reductions process* were enriched in the genes specifically affected by the lack of riboflavin biosynthesis, *cytochrome complex assembly* was enriched in the set of genes pointedly affected by the *ribN* mutation. Other genes involved in electron transport chain were also affected in the ∆*ribN* specific set. Hence, this study may serve as a start point to characterize cellular functions requiring exogenous riboflavin in this species. 

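At the adjusted p-value 2 genes were called in ∆*ribD*, 1 in ∆*ribN* and 0 with riboflavin in WT. The 2 were the deleted *ribD* and *nrdR*, which has the next locus tag. The 1 was VCA1010, which may be the deleted *ribN*. An unadjusted p-value under 0.05 was found in 271 genes (7.0%) in ∆*ribD*, 142 (3.7%) in ∆*ribN* and 39 (1.0%) in WT with riboflavin, out of 3850 each. A log2 fold change of at least 1 in size was found in 184, 118 and 34 genes. No test was made of the difference between these numbers. With no change in any gene, a share of about 0.05 would be expected to have an unadjusted p-value under 0.05. The fit also ignored the replicate number, which can cost calls where same-numbered cultures are correlated. Their deviations were correlated at 0.43 on average for ∆*ribD*, 0.08 for ∆*ribN* and 0.70 for WT with riboflavin. The numbers are therefore not a like comparison of how many genes were affected.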

Notably, the number of genes affected by the elimination of riboflavin biosynthesis was significantly higher than those affected by the presence of external riboflavin or abrogation of RibN. This may pose that biosynthesized riboflavin is engaged in more physiological functions than exogenous riboflavin. The fact that extracellular riboflavin downregulates the monicistronically encoded *ribB* but does not affects the expression of the main RBP operon on which other *ribB* homolog may be encoded also supports this view^38^. This effect could allow to retain the capacity to fully biosynthesize riboflavin in the presence of exogenous riboflavin. Importantly, the elimination of RibN does not necessarily abolish riboflavin uptake, as the presence of additional riboflavin transport systems has not been experimentally determined in this strain. This could be accomplished by the determination of the levels of riboflavin needed to support growth in a double ∆*ribD*/∆*ribN* strain. However, our attempts to obtain such strain have failed even in the presence of high riboflavin concentrations in the media. Nonetheless, the increase in expression of *ribB* induced by exogenous riboflavin in the *ribN* mutant may suggest that riboflavin is not entering the cell by a different transporter.

Collectively, this study comprises an integral analysis of the response induced by availability of riboflavin in *V. cholerae* on what constitutes, to the best of our knowledge, the first approach to a riboflavin regulon in bacteria.

## Electronic supplementary material

Supplementary Dataset 1

# Supplementary material for: Transcriptomics reveals a cross-modulatory effect between riboflavin and iron and outlines responses to riboflavin biosynthesis and uptake in Vibrio cholerae
**Source:** Sci Rep. 2018 Feb 16;8:3149. doi: 10.1038/s41598-018-21302-3
**Supplement:** Supplementary file 1 — Supplementary Dataset 1

**Transcriptomics reveals a cross-modulatory effect between riboflavin and iron and outlines responses to riboflavin biosynthesis and uptake in *Vibrio cholerae***

Ignacio Sepúlveda-Cisternas^1,2*^, Luis Lozano Aguirre^3*^, Andrés Fuentes Flores^1^, Ignacio Vásquez Solis de Ovando^1^ and Víctor Antonio García-Angulo^1&^.

^1^Programa de Microbiología y Micología, Instituto de Ciencias Biomédicas, Universidad de Chile. Santiago, Chile. ^2^Escuela de Biotecnología, Universidad Mayor, Campus Huechuraba, Santiago, Chile Programa de Microbiología y Micología, Instituto de Ciencias Biomédicas, Universidad de Chile. Santiago, Chile.

**Supplementary Dataset 1. Genes differentially expressed in the transcriptomics comparisons perfomed**

| **Table S2. Genes affected by the elimination of both *ribD* and *ribN.*** | | | | |
| --- | --- | --- | --- | --- |
|  | | | **Fold Change (Log2)** | |
| **Gene**  **ID** | **Gene**  **Name** | **Gene Description** | **WT RF+ →Δ*ribD* RF+** | **WT RF+ →Δ*ribN* RF+** |
| VC0027 |  | threonine dehydratase | -1.2260 | -1.1912 |
| VC0139 |  | DPS family protein | -1.5605 | -1.0124 |
| VC0162 |  | ketol-acid reductoisomerase | 1.8808 | 1.1612 |
| VC0301 |  | hypothetical protein | -1.0873 | -1.1905 |
| VC0548 |  | carbon storage regulator | -1.2637 | -1.1092 |
| VC0633 | *ompU* | outer membrane protein OmpU | 1.3623 | -1.2612 |
| VC0711 | *clpB* | clpB protein | -2.0921 | -1.0218 |
| VC0753 |  | ferredoxin | -1.0081 | -1.1002 |
| VC1489 |  | hypothetical protein | -1.6092 | -1.4536 |
| VC1510 |  | hypothetical protein | 1.1677 | 1.0161 |
| VC1511 |  | formate dehydrogenase cytochrome B556 subunit | 1.5213 | 1.1017 |
| VC1512 |  | formate dehydrogenase iron-sulfur subunit | 1.6040 | 1.1005 |
| VC1513 |  | *pseudogene* | 2.1471 | 1.2513 |
| VC1514 |  | *hypothetical protein* | 2.3063 | 1.3946 |
| VC1515 |  | chaperone formate dehydrogenase-specific putative | 2.7610 | 1.9203 |
| VC1516 |  | iron-sulfur cluster-binding protein | 2.7500 | 2.0642 |
| VC1517 |  | hypothetical protein | 1.4837 | 1.1427 |
| VC1518 |  | hypothetical protein | 1.7348 | 1.2525 |
| VC1523 |  | conserved hypothetical protein | 1.8516 | 1.0431 |
| VC1962 |  | lipoprotein | -1.0696 | -1.2151 |
| VC2045 | *sodA* | superoxide dismutase Fe | -1.2490 | -1.3277 |
| VC2352 |  | NupC family protein | 1.3807 | 1.1643 |
| VC2706 |  | conserved hypothetical protein | 1.5765 | 1.5285 |
| VC2720 | *nfuA* | conserved hypothetical protein | -1.1968 | -1.0842 |
| VCA0205 |  | C4-dicarboxylate transporter anaerobic | 1.1701 | 1.1357 |
| VCA0517 | *fruK* | 1-phosphofructokinase | 1.9480 | -1.9189 |
| VCA0518 | *ptsIIA* | PTS system fructose-specific IIA/FPR component | 1.7782 | -1.1128 |
| VCA0540 |  | formate transporter 1 putative | -2.6333 | -4.6117 |
| VCA0898 | *gnd* | 6-phosphogluconate dehydrogenase decarboxylating | -1.4014 | -1.2624 |
| VCA0907 | *hutZ* | heme binding | -1.4301 | -1.0475 |
| VCA0908 | *hutX* | Unknown, linked to hutZ | -1.6259 | -1.0911 |
| VCA0967 |  | hypothetical protein | -1.5068 | -1.1353 |
| VCA0968 |  | hypothetical protein | -1.5273 | -1.1900 |
| VCA1060 | *ribB* | 34-dihydroxy-2-butanone 4-phosphate synthase | 1.4759 | 2.9377 |

How the deposited data were processed for this re-analysis (not part of the article)

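Gene expression was measured by RNAseq in 15 cultures of *V. cholerae* N16961, in 5 groups of 3: WT with and without riboflavin, ∆*ribN* with and without riboflavin, and ∆*ribD* with riboflavin. The authors trimmed the reads with Trim_galore version 0.4.1, mapped them with Bowtie2 version 2.1.0 to the RefSeq genome of N16961 and deposited read counts per gene, without normalization, for 3884 genes in each culture. The paper's text does not name the counting program or the annotation version. The deposited counts summed to between 26091427 and 47470002 per culture (median 31766571). The 10 genes with the highest counts held between 21.3% and 36.7% of the counts of a culture.

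Counts were analysed with edgeR version 4.0.16 in R version 4.3.3. Genes with low counts were removed with filterByExpr, which left 3850 genes, library sizes were normalized with the TMM method, and a quasi-likelihood model with 1 mean per group was fitted to all 15 cultures. The comparisons were WT with against without riboflavin, ∆*ribD* and ∆*ribN* against WT with riboflavin, ∆*ribN* with against without riboflavin, ∆*ribD* against ∆*ribN* with riboflavin, the difference in the riboflavin effect between ∆*ribN* and WT, and ∆*ribN* against WT without riboflavin. A gene was called when the log2 fold change was at least 1 in size and the Benjamini-Hochberg adjusted p-value was under 0.05. The genes named in the text are those the paper's results name, as far as its tables pair the name with a locus tag, and, up to 10 per comparison, the called genes with the largest log2 fold changes that changed the same way in all 3 same-numbered pairs. Single genes are given as TMM-normalized CPM, as mean and SD of 3 cultures or culture by culture, with exact two-sided permutation tests. Each value rests on 3 cultures per group, which limits its precision. Standard errors of log2 fold changes were derived from the quasi-likelihood F statistic, as the size of the log2 fold change divided by its square root.

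The alternatives were edgeR's exact test with qCML dispersions on the 6 cultures compared at an unadjusted p-value, DESeq2 version 1.42.0, unadjusted p-values, a fit to only the cultures compared, RLE size factors, library size only, no filter on low counts (3877 genes), at least 10 counts in every culture (3789 genes), no fold change threshold, the replicate number as a block, and leaving out each culture in turn. These alternatives, the comparisons and the rule for the genes named in the text were chosen before the data were examined. The exact test with 1 common dispersion for all genes, among genes above 1 CPM in at least 3 of the 6 cultures, was added afterwards. DESeq2 was run with its screen for outlying counts (Cook's distance) and its own filter on low mean counts switched off. The tests were also tested on simulated data with 200 changed genes, drawn independently for each gene and culture. At an adjusted p-value, the quasi-likelihood test called 159 genes, of which 7 were unchanged. At an unadjusted p-value, the exact test with genewise dispersions called 238, of which 67 were unchanged. With 1 common dispersion, also at an unadjusted p-value, it called 274, of which 99 were unchanged. Both exact tests thus differ from the quasi-likelihood test in the p-value used as well. No genome annotation was used here, so GO terms, gene coordinates and rRNA or tRNA genes were not analysed.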

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

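Both results come from ∆*ribN* against WT without riboflavin, a comparison the paper does not report. That comparison, the quasi-likelihood test, DESeq2 and the setting with library size only were chosen before the data were examined. The other tests in this part, and all tests on the run of genes described below, were chosen only after the results had been seen.

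VCA1010 was lower in ∆*ribN* without riboflavin, at 2.10 ± 0.69 CPM against 19.7 ± 2.30 CPM in WT without riboflavin (SD, n = 3 each), a log2 fold change of -3.22 (standard error 0.30, adjusted p = 0.00031 from edgeR's quasi-likelihood test, lower in 3 of 3 same-numbered pairs). It was the only gene of 3850 that the quasi-likelihood test called in this comparison, and 23 genes were called at an unadjusted p-value under 0.05. DESeq2 called 2 genes there, VCA1010 and VC0363, which lies in the run described below. Expression of VCA1010 lay between 1.24 and 2.88 CPM in the 6 ∆*ribN* cultures and between 18.0 and 25.6 CPM in the 9 others. A mislabelled culture would bring the groups together, but the lowest of the 9 others was 6.2 times the highest of the 6. A difference in library size or scaling was tested by using library size only, which gave a log2 fold change of -3.13. A strain variant that covers neighbouring genes was tested with both neighbouring locus tags. Their log2 fold changes were -0.74 for VCA1009 and 0.65 for VCA1011. With riboflavin they were -1.26 for VCA1009 (adjusted p = 0.41 from edgeR) and 0.70 for VCA1011 (adjusted p = 0.91). DESeq2 called VCA1009 in the comparison with riboflavin and between ∆*ribD* and ∆*ribN*. VCA1011 lay between 15.5 and 24.6 CPM in the 6 ∆*ribN* cultures and between 9.52 and 14.7 CPM in the 9 others. VCA1010 may also be the deleted *ribN* itself, whose locus tag the tables do not give. It would then be low with riboflavin too, and there its log2 fold change in ∆*ribN* was -3.40. The pattern cannot be told apart from the deletion itself or from a strain variant, so no effect of RibN on the regulation of this gene can be read from it.

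A run of 73 consecutive tested genes from VC0315 to VC0387 was higher in ∆*ribN* without riboflavin, with a median log2 fold change of 0.50 and 72 of the 73 genes higher. With riboflavin the median was 0.54 and 67 genes were higher. The 20 genes before the run had a median of -0.18 without riboflavin and the 20 genes after it 0.07. Over ∆*ribD* against WT the median of the run was 0.07. The median deviation of the run on the log2 scale lay between 0.22 and 0.43 in the 6 ∆*ribN* cultures and between -0.32 and -0.15 in the 9 others. Grouping of the 15 cultures at random was tested over all 5005 groupings into 6 and 9, and 1 of them, the real one, had so large a difference over windows of 50 genes. With windows of 25 genes it was 212 groupings. A difference in library size or scaling was tested with library size only, where the lowest ∆*ribN* culture was still 0.26 above the highest of the others on the log2 scale. A higher copy number of the run would raise its genes with and without riboflavin, and 67 of the genes were higher in both. A doubling of expression would be a log2 fold change of 1. The medians of 0.50 and 0.54 lie below this, and with riboflavin the quartiles of the run were 0.27 and 0.72. These values argue against a duplication in the ∆*ribN* strain that doubles the expression of every gene of the run. A copy number effect of smaller size and a regulatory effect cannot be told apart from these counts.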

How the results depend on the processing

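The exact test with 1 common dispersion was chosen only after the data had been seen, and all other settings in this part before. The cause of the changes between settings was not tested, except for the common dispersion, whose test is given with the other observations.

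With RLE size factors, with no filter on low counts, with at least 10 counts in every culture and with no fold change threshold, the numbers of called genes stayed at 0 in **a**, 2 in **b**, 1 in **c**, 0 in **d**, 3 in any of **a**, **b** and **c**, 0 in both **b** and **c**, 2 in **b** and not **c**, 1 in **c** and not **b**, 0 in all of **a**, **b** and **c**, 0 in both **a** and **d**, 3 between ∆*ribD* and ∆*ribN*, 0 for the difference in riboflavin effect and 1 in ∆*ribN* against WT without riboflavin. With unadjusted p-values the quasi-likelihood test called 20 in **a**, 86 in **b**, 26 in **c**, 21 in **d**, 127 in any of **a**, **b** and **c**, 4 in both **b** and **c**, 82 in **b** and not **c**, 22 in **c** and not **b**, 0 in all of **a**, **b** and **c**, 7 in both **a** and **d**, 55 between ∆*ribD* and ∆*ribN*, 4 for the difference in riboflavin effect and 23 in ∆*ribN* against WT without riboflavin. With edgeR's exact test with genewise dispersions on the 6 samples compared, at an unadjusted p-value, the numbers were 27 in **a**, 101 in **b**, 59 in **c**, 52 in **d**, 1.7e+02 (rounded) in any of **a**, **b** and **c**, 13 in both **b** and **c**, 88 in **b** and not **c**, 46 in **c** and not **b**, 11 in both **a** and **d**, 104 between ∆*ribD* and ∆*ribN* and 27 in ∆*ribN* against WT without riboflavin. DESeq2 called 7 in **b**, 2 in **c**, 9 in any of **a**, **b** and **c**, 7 in **b** and not **c**, 2 in **c** and not **b**, 6 between ∆*ribD* and ∆*ribN* and 2 in ∆*ribN* against WT without riboflavin. With only the samples compared in the fit, the numbers were 0 in **b**, 1 in any of **a**, **b** and **c**, 0 in **b** and not **c** and 1 between ∆*ribD* and ∆*ribN*. With library size only they were 1 in **b**, 2 in any of **a**, **b** and **c**, 1 in **b** and not **c** and 2 between ∆*ribD* and ∆*ribN*. Counts of 0 can be read beside those with unadjusted p-values above.

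With the exact test with 1 common dispersion at an unadjusted p-value the numbers were 31 in **a**, 177 in **b**, 108 in **c**, 92 in **d**, 277 in any of **a**, **b** and **c**, 34 in both **b** and **c**, 143 in **b** and not **c**, 74 in **c** and not **b**, 1 in all of **a**, **b** and **c**, 16 in both **a** and **d**, 1.7e+02 (rounded) between ∆*ribD* and ∆*ribN* and 66 in ∆*ribN* against WT without riboflavin. At an adjusted p-value they were 8 in **a**, 56 in **b**, 47 in **c**, 40 in **d**, 100 in any of **a**, **b** and **c**, 9 in both **b** and **c**, 47 in **b** and not **c**, 38 in **c** and not **b**, 7 in both **a** and **d**, 71 between ∆*ribD* and ∆*ribN* and 13 in ∆*ribN* against WT without riboflavin.

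With the replicate number as a block, the numbers of called genes were 0 in **a**, 1 in **b**, 1 in **c**, 0 in **d**, 2 in any of **a**, **b** and **c**, 0 in both **b** and **c**, 1 in **b** and not **c**, 1 in **c** and not **b**, 0 in all of **a**, **b** and **c**, 0 in both **a** and **d**, 3 between ∆*ribD* and ∆*ribN*, 0 for the difference in riboflavin effect and 1 in ∆*ribN* against WT without riboflavin. The gene called in **b** was *nrdR*.

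Across the fits that each left out one replicate, the number of called genes ranged from 0 to 1 in **b**, from 1 to 1 in **c**, from 1 to 3 in any of **a**, **b** and **c**, from 0 to 2 in **b** and not **c**, and from 2 to 3 between ∆*ribD* and ∆*ribN*. Each range covers only the fits that left out a culture of the groups it uses. The 2 genes in **b** and not **c** came in fits without a ∆*ribN* culture, which the range for **b** does not cover.

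For 108 log2 fold changes of genes named in the text, the other settings gave 945 values with the same direction and call, 230 with a call gained, 8 with a call lost and 2 reversed. Of the calls gained, 91 and 54 came with the exact test with 1 common dispersion, at an unadjusted and an adjusted p-value. At an unadjusted p-value, the exact test with genewise dispersions gained 53 and the quasi-likelihood test 31. DESeq2 gained 1. Both reversals came with the replicate block in **c**, where the log2 fold change was 0.13 for VC1950 and 0.10 for VCA0518. Leaving out one replicate gave 614 values with the same direction and call, 12 with a call lost and 28 reversed, in 27 results.

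The lowest and highest log2 fold changes of those results across the fits were, in **a**, VCA0268 -1.55 to 0.34 and *sodA* -0.088 to 0.51. In **b** they were *ribB* -0.17 to 2.11, *exbD1* -0.56 to 2.56, *fruK* -1.54 to 4.24, VCA0518 -1.03 to 3.52 and VC0734 -0.60 to 3.88. In **c** they were *fruK* -2.40 to 0.43, VCA0518 -1.53 to 0.68, *ompU* -1.72 to 0.019, *ccmD* -2.16 to 0.089, *ccmC* -1.92 to 0.10, *menB* -2.95 to 0.54, *menH* -2.61 to 0.37, *bioD* -2.24 to 0.74, *bioC* -1.97 to 0.25, VC1950 -2.29 to 1.12, *yecK* -2.31 to 0.25, *ccmE* -2.29 to 0.15 and *ccmF* -1.71 to 0.17. In **d** they were *ribB* -0.058 to 1.14, *vctR* -0.82 to 0.21, *hutW* -2.55 to 0.36, *hutB1* -2.05 to 0.20, *tonB1* -2.46 to 0.21, *bfr* -0.57 to 0.29 and VC0143 -2.39 to 0.37. The lowest values of *ribB* and *sodA* are those of the log2 fold change of VC_A1060 (d) and the log2 fold change of VC_2045 (a).

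Over-representation and camera tests of functional sets were not run, because no annotation was used here, and rRNA and tRNA genes were not left out in a separate setting, because the counts hold only genes with VC and VCA locus tags. With 3 cultures per group, changes by a log2 of 1 were called for 32% of simulated genes, so effects of that size in single genes can be missed. The fold change threshold has a part in this, since estimates under a log2 of 1 are not called at any number of cultures. The exact test with 1 common dispersion, at an unadjusted p-value, called 54% of these genes.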

Differences from the paper's values

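Table 1 and the text give the paper's numbers of genes affected, and the numbers of genes called here at an adjusted p-value under 0.05 differ from them. In comparison **a** the paper gives 31 genes and 0 were called, in **b** the paper's 177 and 2, and in **c** the paper's 108 and 1. The number of genes in any of these comparisons is the paper's 277 and 3 here. Genes shared by **b** and **c** are the paper's 34 and 0, those in **b** and not **c** the paper's 139 and 2, and those in **c** and not **b** the paper's 74, given elsewhere in the paper as 73, and 1. In all of **a**, **b** and **c** the paper gives 1 gene and 0 were called. In **a** and **d** together it is the paper's 16 and 0, among the iron-regulated genes of **a** the paper's 21 and 0, and in **d**, without the genes marked in Table 1, the 76 genes of the paper's Table S1 and 0. At an unadjusted p-value under 0.05 the numbers that were 0 became 20 in **a**, 14 in **d** other than the marked genes, 4 in **b** and **c**, 0 in all of **a**, **b** and **c**, 7 in **a** and **d** and 15 iron-regulated genes.

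Among the alternatives set before the data were examined, the exact test with genewise dispersions at an unadjusted p-value came within 1.5 times of the paper's number in **a** with 27 genes, in **a** and **d** together with 11 and among the iron-regulated genes with 19. For the iron-regulated genes the unadjusted p-value of the quasi-likelihood test also did, with 15. None of the alternatives set before the data were examined did so for the other numbers. In **d**, where genes marked in Table 1 are not in Table S1, the exact test with genewise dispersions gave 41 genes that are not marked, against the paper's 76. The exact test with 1 common dispersion at an unadjusted p-value, chosen after seeing the values, gave 31 in **a**, 177 in **b**, 108 in **c**, 277 in any of these, 34 in **b** and **c**, 143 in **b** and not **c**, 74 in **c** and not **b**, 1 in all of them, 16 in **a** and **d** and 21 iron-regulated genes. In **a**, **b** and **c** its genes were exactly those that Table 1 lists, and its log2 fold changes differed from the printed ones by at most 0.001. In **d** this setting, chosen after seeing the values, gave 92 genes, which were 76 of Table S1 and 16 marked in Table 1. The paper does not state whether this setting was used.

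In comparison **d** the paper's Table S1 gives values of the opposite sign. For *bioC* (VC1114) the paper's value is 1.2135 and the log2 fold change with riboflavin here was -1.26. For *bioD* (VC1115) the paper's value is 1.3539 and the log2 fold change with riboflavin here was -1.40. For the log2 fold change of VC1950 the paper's value is 1.6799 and the log2 fold change with riboflavin here was -1.72. For *yecK* (VC1951) the paper's value is 1.6634 and the log2 fold change with riboflavin here was -1.71. For *menB* (VC1973) the paper's value is 2.0346 and the log2 fold change with riboflavin here was -2.08. For *menH* (VC1974) the paper's value is 1.8368 and the log2 fold change with riboflavin here was -1.88. For *ccmF* (VC2052) the paper's value is 1.1189 and the log2 fold change with riboflavin here was -1.16. For *ccmE* (VC2053) the paper's value is 1.1518 and the log2 fold change with riboflavin here was -1.19. Of the genes of Table S1, 0 of 76 had the sign given there. Written as without over with riboflavin, the log2 fold changes here differed from those of Table S1 by at most 0.051, so the difference is in the sign and not in the size. None of the alternatives set before the data were examined closed the difference in sign, and none could, since each keeps the direction of the comparison.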

Other observations

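The tests of the common dispersion, of single cultures, of the iron-regulated genes in ∆*ribN* and of the shared replicate numbers were chosen only after the results had been seen. The other tests in this part were set before.

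Other splits of the 6 cultures of a comparison were tested. Of the 10 splits, 4 part all 3 same-numbered pairs as the real one does. Among these 4 splits, as many called genes as in the real one were found in 4 splits for **a**, 1 for **b**, 1 for **c**, 4 for **d**, 1 between ∆*ribD* and ∆*ribN* and 1 for ∆*ribN* against WT without riboflavin, the real one included. In **a** and **d** no gene was called, and 20 and 21 were called at an unadjusted p-value. With unadjusted p-values, 2 of the 4 splits gave as many genes for **a**, 1 for **b** and 2 for **c**. It was 3 of 4 for **d**, between ∆*ribD* and ∆*ribN*, and for ∆*ribN* against WT without riboflavin. The 6 splits that part 1 pair follow the replicate numbers. At the adjusted p-value they called up to 8 genes for **d** and up to 147 for ∆*ribN* against WT without riboflavin. With so few splits, a share under 0.05 is not possible. For the difference in riboflavin effect, 100 of 100 splits gave as many called genes, since the real one gave 0. At an unadjusted p-value the real one gave 4 genes, and 98 of 100 splits gave as many.

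A few genes taking most of the counts were tested by leaving out the 10 genes of highest counts before normalization. The called genes were then 0 in **a**, 2 in **b**, 1 in **c**, 0 in **d**, 3 between ∆*ribD* and ∆*ribN* and 1 in ∆*ribN* against WT without riboflavin, the same numbers as with all genes kept. For **a** and **d**, where no gene was called with all genes and 20 and 21 were at an unadjusted p-value, this test cannot show a change. The threshold was tested as the reason why genes were called in 1 mutant only. Of the genes called in **b** and not **c**, 2 were also called between the mutants, and of those in **c** and not **b**, 1. The 2 were the deleted *ribD* and *nrdR*, which has the next locus tag. The 1 was VCA1010, which may be the deleted *ribN*. A gene deleted in 1 mutant has to differ from the other mutant. This test therefore cannot show whether other genes are affected in 1 mutant only.

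The log2 fold changes of ∆*ribD* with riboflavin and of ∆*ribN* without riboflavin, each against WT in the same medium, share no culture and were correlated across genes at 0.55 (Pearson) and 0.56 (Spearman). Genes are not independent replicates. The shared WT cultures were tested with the genes of Table S2, of which 32 of 34 kept their direction in ∆*ribN* against WT without riboflavin. Same-numbered WT cultures with and without riboflavin deviated together (mean correlation 0.70), so this test does not exclude a replicate effect in WT. Replicate numbers that the comparisons share were tested with single pairs of cultures. The correlation was 0.22 on average for pairs of the same number (from -0.12 to 0.47) and 0.16 for pairs of another number (from -0.35 to 0.55). A response common to both mutants is a hypothesis that may account for the part of the correlation left between differently numbered pairs, and the wide ranges limit it.

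The exact test with 1 common dispersion was tested for calling genes that vary between cultures. Of the genes it called, 96.8% in **a**, 84.2% in **b**, 90.7% in **c** and 87.0% in **d** had a dispersion of their own above the common one, against between 21.9% and 26.3% of all genes tested. With this test, as many genes as in the real split were called in 2 of the 4 splits that part all 3 pairs for **a**, 1 for **b**, 2 for **c** and 2 for **d**. The values are consistent with 1 dispersion for all genes letting variable genes pass that test, and a real effect on some of them cannot be told apart from this with 3 cultures per group.

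Single cultures were tested as the source of the genes that Table 1 lists, and for each set the culture given is the 1 of 6 whose removal kept the fewest genes. Without replicate 2 of WT without riboflavin, 12 of the 29 lower genes of **a** kept a log2 fold change of 1 or more in size. Without replicate 3 of ∆*ribD*, 29 of the 110 higher genes of **b** did, and without replicate 3 of WT with riboflavin 16 of the 73 lower genes of **c**. With the culture whose removal kept the most genes left out, 28, 105 and 70 genes were kept in the same order. Since leaving out 1 culture breaks a same-numbered pair, both cultures of that number were also left out, and 11, 39 and 23 genes were kept. A difference between the replicate numbers in WT was tested for the last set in cultures that the comparison does not use. In WT without riboflavin, 52 of the 73 genes were higher by a log2 of 1 or more in replicate 3 than in replicates 1 and 2, with a median difference of 2.85. The mean deviation of the 73 genes on the log2 scale was highest in replicate 3 in every group, at 1.69 in WT with riboflavin (against -0.70 and -0.04 in replicates 1 and 2), 1.64 in WT without riboflavin (against -1.03 and -0.51 in replicates 1 and 2), 0.84 in ∆*ribD* (against -0.37 and 0.10 in replicates 1 and 2), 0.88 in ∆*ribN* without riboflavin (against -1.10 and 0.18 in replicates 1 and 2) and -0.28 in ∆*ribN* with riboflavin (against -0.73 and -0.56 in replicates 1 and 2). A state shared by the replicate 3 cultures, largest in those of WT, may therefore account for a part of the genes listed as lower in ∆*ribN*. What set these cultures apart was not tested.

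For the iron-regulated genes in ∆*ribN* a single replicate was tested. Without replicate 1 of ∆*ribN* without riboflavin their median log2 fold change with riboflavin was -0.46, against -1.30 with all cultures. This was the fit with the smallest change, and the other fits that left out 1 culture gave medians from -1.89 to -0.96. Of the 4 splits that part all 3 pairs, 2 splits had as large a difference in the mean of these genes. The median was negative in every fit, so its sign did not depend on that culture, but its size did. Since 2 of the 4 splits had as large a difference, whether riboflavin lowers these genes in ∆*ribN* cannot be decided from these cultures.

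Beside *ribD*, the neighbouring locus tags VC2270 and VC2272 (*nrdR*) had log2 fold changes of 0.55 and 1.86 in ∆*ribD*. The first components of a principal component analysis of all cultures held 40.0% and 19.6% of the variance.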
